# Oxygen limitation modulates pH regulation of catabolism and hydrogenases, multidrug transporters, and envelope composition in *Escherichia coli *K-12

**DOI:** 10.1186/1471-2180-6-89

**Published:** 2006-10-06

**Authors:** Everett T Hayes, Jessica C Wilks, Piero Sanfilippo, Elizabeth Yohannes, Daniel P Tate, Brian D Jones, Michael D Radmacher, Sandra S BonDurant, Joan L Slonczewski

## Abstract

**Background:**

In *Escherichia coli*, pH regulates genes for amino-acid and sugar catabolism, electron transport, oxidative stress, periplasmic and envelope proteins. Many pH-dependent genes are co-regulated by anaerobiosis, but the overall intersection of pH stress and oxygen limitation has not been investigated.

**Results:**

The pH dependence of gene expression was analyzed in oxygen-limited cultures of *E. coli *K-12 strain W3110. *E. coli *K-12 strain W3110 was cultured in closed tubes containing LBK broth buffered at pH 5.7, pH 7.0, and pH 8.5. Affymetrix array hybridization revealed pH-dependent expression of 1,384 genes and 610 intergenic regions. A core group of 251 genes showed pH responses similar to those in a previous study of cultures grown with aeration. The highly acid-induced gene *yagU *was shown to be required for extreme-acid resistance (survival at pH 2). Acid also up-regulated fimbriae (*fimAC*), periplasmic chaperones (*hdeAB*), cyclopropane fatty acid synthase (*cfa*), and the "constitutive" Na+/H+ antiporter (*nhaB*). Base up-regulated core genes for maltodextrin transport (*lamB*, *mal*), ATP synthase (*atp*), and DNA repair (*recA*, *mutL*). Other genes showed opposite pH responses with or without aeration, for example ETS components (*cyo*,*nuo*, *sdh*) and hydrogenases (*hya, hyb, hyc, hyf, hyp*). A *hypF *strain lacking all hydrogenase activity showed loss of extreme-acid resistance. Under oxygen limitation only, acid down-regulated ribosome synthesis (*rpl*,*rpm*, *rps*). Acid up-regulated the catabolism of sugar derivatives whose fermentation minimized acid production (*gnd*, *gnt*, *srl*), and also a cluster of 13 genes in the *gadA *region. Acid up-regulated drug transporters (*mdtEF*, *mdtL*), but down-regulated penicillin-binding proteins (*dacACD*, *mreBC*). Intergenic regions containing regulatory sRNAs were up-regulated by acid (*ryeA*, *csrB*, *gadY*, *rybC*).

**Conclusion:**

pH regulates a core set of genes independently of oxygen, including *yagU*, fimbriae, periplasmic chaperones, and *nhaB*. Under oxygen limitation, however, pH regulation is reversed for genes encoding electron transport components and hydrogenases. Extreme-acid resistance requires *yagU *and hydrogenase production. Ribosome synthesis is down-regulated at low pH under oxygen limitation, possibly due to the restricted energy yield of catabolism. Under oxygen limitation, pH regulates metabolism and transport so as to maximize alternative catabolic options while minimizing acidification or alkalinization of the cytoplasm.

## Background

Both pH and oxygen are important factors governing bacterial growth. Acid and base regulate many genes and proteins in *Escherichia coli *and related enteric bacteria [1-5]. Oxygen limitation regulates numerous genes such as those of the FNR and ArcA regulons [6,7]. Some genes are known to be coinduced by acid and low oxygen, such as the amino-acid decarboxylases [8-10], whereas others are coinduced by base and low oxygen [5,11]. For many genes, however, regulation has been characterized only with respect to pH or to oxygen, not for both factors. Transcriptomic studies of pH stress have focused mainly on aerated cultures [2,12].

The intersection of two stress factors is rarely addressed in global responses studies. An exceptional example is Kustu's study of nitrogen and sulfur starvation in *E. coli *[13,14], which reveal unexpected intersections of response; for example, while the RpoS regulon is induced for both nitrogen and sulfur starvation, certain elements of the regulon are induced under sulfur starvation but repressed under nitrogen starvation. The intersection of stress is important because natural environments show complex interaction of stress conditions. For example, *Salmonella typhimurium *grown intracellularly within macrophages show a protein profile very different from the protein profiles for isolated stresses such as acid stress and oxidative stress [15]. The intersection of stress responses is highly relevant to bacterial growth under natural and medically relevant conditions.

Acid and base stress are key factors of the enteric environment. Bacteria grow and persist in the intestine within a moderate range of external pH 5–8 [16], but colonization requires transient survival through the stomach at pH 1–4 [17] and subsequent exposure to pancreatic secretions at pH 10 [18]. Growth of *E. coli *at moderately low or high pH levels (pH 5 to 6 or pH 8 to 9, respectively) induces protective responses that maintain internal pH homeostasis near pH 7.6 [19], and prepare the cell to survive future exposure to more extreme pH conditions that no longer permit growth [20,21]. For example, growth in acid down-regulates the transport and catabolism of carbon sources whose breakdown generates excess acids [22]. Growth at high pH increases proton uptake and minimizes proton export [2], Survival in extreme acid, either constitutive or up-regulated by moderate acid, is a key trait of gastrointestinal pathogens [23]. Specific virulence factors, such as ToxR-ToxT in *Vibrio cholerae *[24] and the pH 6 antigen of *Yersinia pestis *[25], are up-regulated by acid. Acid stress also has important protective applications, for example contributing to food preservation by amplifying uptake of organic acids [26,27].

Processes leading to either acidification or alkalinization commonly coincide with low oxygen. Acid and anaerobiosis co-induce the catabolic decarboxylases for lysine and arginine [8-10]; the hydrogenases Hyd-1 [28], Hyd-4 [29,30], and formate-lyase complex FHL [31]; catabolic enzymes such as ManX and GapA [5,11]; transporters such as the nickel transporter NikA [5]; and periplasmic proteins TolC and HdeA [5]. Base and anaerobiosis up-regulate glutamate dehydrogenase [11]; the deaminases for tryptophan and serine [5,11]; and periplasmic proteins such as ProX, OppA, and DegQ [5]. Furthermore, responses commonly associated with "stationary phase," such as RpoS induction, often involve low-oxygen conditions combined with pH increase [32] or accumulation of fermentation acids such as acetate [33-36].

We used microarrays to survey pH-dependent gene expression in *E. coli *cultured under oxygen-limited conditions. Our experimental design enabled comparison with our previous study of pH-dependent genes in well aerated cultures. Our new study reveals patterns of pH response that require oxygen limitation, as well as pH responses that are independent of oxygen.

## Results

### Oxygen-limited growth as a function of pH

*E. coli *W3110 was cultured in LBK buffered with a dibasic acid, HOMOPIPES, which provides good buffering capacity at both low and high pH [2]. Oxygen limitation was achieved using growth in closed tubes, as conducted previously [5,11,37], under conditions that avoid the CO_2 _depletion that occurs during flushing with inert gases [37]. Bacteria were cultured in medium buffered at pH 5.7, pH 7.0, and pH 8.5 respectively. The high and low pH values were chosen so as to achieve reproducible and comparable rates of growth. Both pH values are closer to neutrality than those used for aerated cultures [2], because the pH range for growth is narrower under oxygen limitation than it is for aerated cultures [11]. A stationary-phase culture from unbuffered LBK medium was diluted into each of the three buffered media, and incubated until OD_600_= 0.2. Growth was logarithmic throughout this period, through approximately four to five doublings. The growth rates observed were 1.8 generations per hour (pH 7.0), 1.3 gen/h (pH 5.7), and 1.1 gen/h (pH 8.5), with uncertainty estimated at ± 0.2 gen/h. For array hybridization, our experimental design and analysis were consistent with the "consensus" recommendations of Allison [38] in that we included an ample number of biological replicates (five independent cultures for each growth condition), assuring high power of detection as well as a low false-positive rate.

### Analysis of expression ratios

The cDNA from five independent cultures of each pH condition were hybridized to Affymetrix antisense *E. coli *arrays. 

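Expression at 3 pH values (5.7, 7.0 and 8.5) was measured on 15 Affymetrix E. coli Antisense Genome Arrays, 1 for each of 5 independent cultures of strain W3110 at each pH. The cultures grew at 37 °C in closed tubes of 8.5 ml rotated at 8 rpm, were diluted 1000-fold from an overnight culture and were harvested at an OD600 of 0.2. The medium was potassium-modified Luria broth buffered with HOMOPIPES, at 100 mM in the paper and at 50 mM in the sample labels. The arrays carry 4369 probe sets for genes and 2886 for intergenic regions (IG), and all 7255 were used. The authors computed an expression index for each probe set with dChip from the perfect match probes alone and normalized each array to an array from a pH 7.0 culture. The deposited log2 indices were used as they stand. The median log2 index of an array lay between 8.36 and 8.42 at pH 5.7, between 8.38 and 8.45 at pH 7.0 and between 8.35 and 8.38 at pH 8.5. Between the 5 arrays of a group, a probe set had a median SD of 0.147 on the log2 scale, and the number of arrays limits the precision. The 3 acid/base ratios were fitted with limma, and a probe set is called higher or lower where its p, adjusted by the Benjamini-Hochberg method over the probe sets of a ratio, is under 0.001. Errors given with a log2 ratio are standard errors from limma with n = 5 arrays per group. Genes were grouped in 59 lists with 613 members, written before the data were examined. The paper had been read by then, and many of the lists hold groups that it names from these same arrays. With a preset correlation between genes of 0.01, camera's test passed an adjusted p of 0.05 for 84 of the 177 pairs of a list and a ratio, and with an estimated correlation for 0 of them, so groups are described by how many of their members were called. Of all 4369 genes, 24.3% were called at pH 5.7/pH 7.0, 14.4% at pH 7.0/pH 8.5 and 24.6% at pH 5.7/pH 8.5. A group with a share near these is not set apart by its count. A second set of deposited values, the signal of each probe set in the series matrix, was analysed as an alternative after adding 16 and taking log2. All arrays of pH 5.7 were hybridized on day 1, all of pH 7.0 on day 2 and those of pH 8.5 on days 3 and 4, so that the day and the pH cannot be told apart.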

Array data have been deposited at the NCBI Gene Expression Omnibus (accession GSE4556). For comparison, the array data from aerated cultures [2] are available (GSE4511).

The basis of variation in expression among the fifteen anaerobic cultures was tested globally by a principal components analysis of the expression indices determined by Affymetrix chip hybridization (Fig. 1). The principal components analysis transforms the data to a coordinate system in which the major part of the variation in the dataset lies along one axis, the first principal component; then the next greatest part of variation lies along the second axis, the second principal component of variation. Plotting the array data on these principal component axes of maximal variation allows the maximal separation of the data in two-dimensional space, and therefore aids in differentiating among the experimental trials.

Over the first two components of variation, the array hybridization signals (converted to expression indices) showed three well-separated groups, each identified with one of the pH conditions. Thus, the majority of variation among the arrays was clearly associated with the pH of the growth medium. 

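The 15 arrays fell into 3 groups by pH on the first 2 principal components of the log2 indices of the 7255 probe sets. The first component held 48.6% of the variance and set pH 5.7 apart, and the second held 27.2% and parted pH 7.0 from pH 8.5. The scores on the first component lay between 29.9 and 33.5 at pH 5.7, and between -18.7 and -11.2 for the other arrays. Over all probe sets, differences between the pH groups made up 75% of the variance among arrays, against 14.3% by chance. No other of the 126126 splits of the arrays into 3 groups of 5 gave as large a share (exact permutation test, p = 7.93e-06, the smallest p the design allows), and the next highest share was 61.2%. Hybridization days part the arrays the same way as pH, apart from 1 array of pH 8.5 that was hybridized alone. From the separation of the arrays on these components, the paper concludes that most of the variation went with the pH of the medium, and it gives potassium concentration as the only other difference between the cultures.

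**Figure D1:**
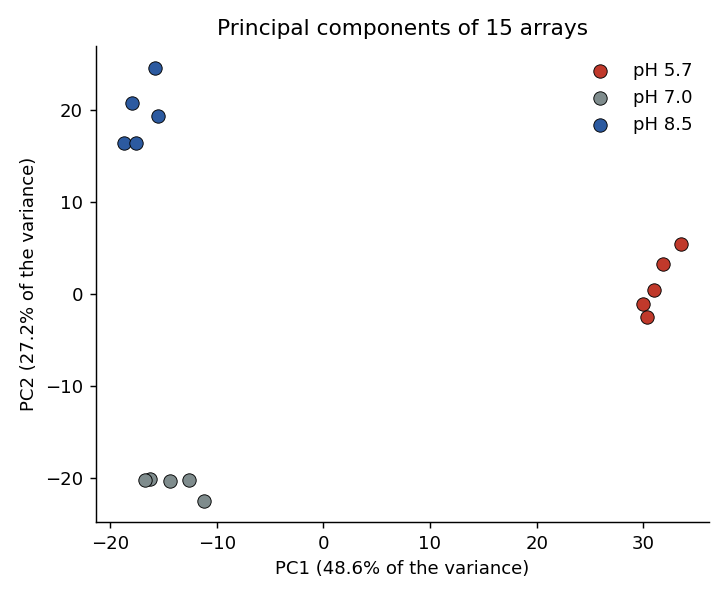
Scores of the 15 arrays on the first and the second principal component of the log2 expression indices, with 1 point per array, coloured by the pH of the culture. The 5 arrays of each pH lie together.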

The only other difference among these three cultures was the range of potassium concentration, which varied slightly with pH adjustment (approximately 150 mM–250 mM K^+ ^in buffered LBK). As in our previous microarray study using the same culture medium [2], we saw no evidence of K^+^-dependent gene expression.

The principal components analysis indicates that our experiment successfully distinguished growth on the basis of pH. Furthermore, in our gene-by-gene comparison, many members of a given operon showed parallel profiles of expression among the three pH conditions, an indication that our observed expression ratios are consistent and biologically relevant.

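Genes of the atp operon, which encodes ATP synthase, had log2 pH 5.7/pH 8.5 closer to one another than random genes, as did those of isc for the assembly of iron-sulfur clusters, nuo for NADH dehydrogenase, hya for hydrogenase 1 and hyb for hydrogenase 2. The SD of log2 pH 5.7/pH 8.5 over the members was 0.163 for the 9 atp genes and 0.082 for the 7 genes of the isc cluster, against medians of 0.741 and 0.612 for random genes of like expression. For the 13 nuo genes it was 0.364, for the 6 hya genes 0.221 and for the 8 hyb genes 0.301. The isc genes were alike with little change, at -0.06 to 0.20, where limma called 0 of 7, 1 had an unadjusted p under 0.05 and Tukey's correction called 0. Members of hyc, for hydrogenase 3, and of cit, for citrate lyase, were spread more widely in this ratio than random genes, over 9 genes and 6 genes. Log2 pH 5.7/pH 8.5 ran from 0.74 to 4.75 in hyc, where all 9 genes were higher at pH 5.7, and from 0.23 to 3.60 in cit, where 4 of 6 were. Over 18 operons with 135 members, listed before the data were examined, the median SD was 0.37, and the draws of random genes had a median of 0.514 (one-sided permutation p = 0.0231, 10000 draws). Many of these operons are among those that the paper names. In 11 of the 18 operons the SD lay below the median of its own draws, and in 5 below their 5th percentile. The SD covers 1 ratio and can be wide where members change the same way by different amounts. It is therefore no direct measure of parallel profiles over the 3 pH values. For srl, tdc and fim it lay above the median of the draws. Yet in each, Tukey's correction called 6 of 7 genes lower at pH 5.7 than at pH 7.0 and 6 higher at pH 7.0 than at pH 8.5. Operon members and random genes were read from the same arrays, so that noise of an array enters both. Genes of an operon are not independent replicates.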

To assess statistical significance of bacterial expression ratios, several different statistical methods are now used, such as a fold-change significance threshold [39], ranked t-tests [40], and Bayesian statistics [7,41]. We chose the gene-by-gene ANOVA with Tukey's correction as a conservative and appropriate choice for comparing three experimental groups [42].

The expression indices for each gene and intergenic region among the three pH groups were compared using one-way ANOVA at a significance level of 0.001 [2,42]. This means that approximately one false positive would be expected per thousand genes tested, or approximately seven false positives out of the Affymetrix gene set. A total of 1,384 genes and 610 intergenic regions (IG) showed at least one significant acid/base expression ratio (pH 5.7/pH 7.0; pH 7.0/pH 8.5; and/or pH 5.7/pH 8.5). 

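At pH 5.7 against pH 7.0, 495 genes were higher and 567 lower, at pH 7.0 against pH 8.5, 292 were higher and 336 lower, and at pH 5.7 against pH 8.5, 535 were higher and 539 lower. The counts for intergenic regions were 249 higher and 316 lower, 133 and 165, and 197 and 317. At least 1 of the 3 ratios was called for 1544 of 4369 genes and for 810 of 2886 intergenic regions. With the methods' one-way analysis of variance and Tukey's correction, both at 0.001, these were 1597 genes and 776 intergenic regions. The largest single pattern among genes set pH 5.7 apart, with 487 genes that were called against both other groups while pH 7.0/pH 8.5 was not past the test, such as adiA for arginine decarboxylase, lamB for the maltodextrin porin and the hydrogenase gene hyaA. Another 142 genes, gadB, gadC and nhaA among them, were higher at both ends than at pH 7.0, and 129 were lower at both, among them the porin gene ompF. Only 43 genes fell at each step from pH 5.7 to pH 8.5, such as hycA and yagU, and 37 rose at each step, such as cpxP and sdhC. The day of hybridization could be taken as a random block with the series matrix values alone. Only pH 8.5 was spread over more than 1 day, with 1 array on day 4. The block was therefore estimated from that array against the others of pH 8.5. It cannot show what a day effect between pH values would leave. With it, 434, 290 and 570 probe sets were called for the 3 ratios, against 1444, 937 and 1454 with the same values and no block. Within fluidics station 1, with the same values, 10 arrays remained, 1 of pH 5.7, 4 of pH 7.0 and 5 of pH 8.5, and the counts were 232, 459 and 237; the lone pH 5.7 array is assumed to vary like the others, and fewer arrays can by themselves lower such counts.

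**Figure D2:**
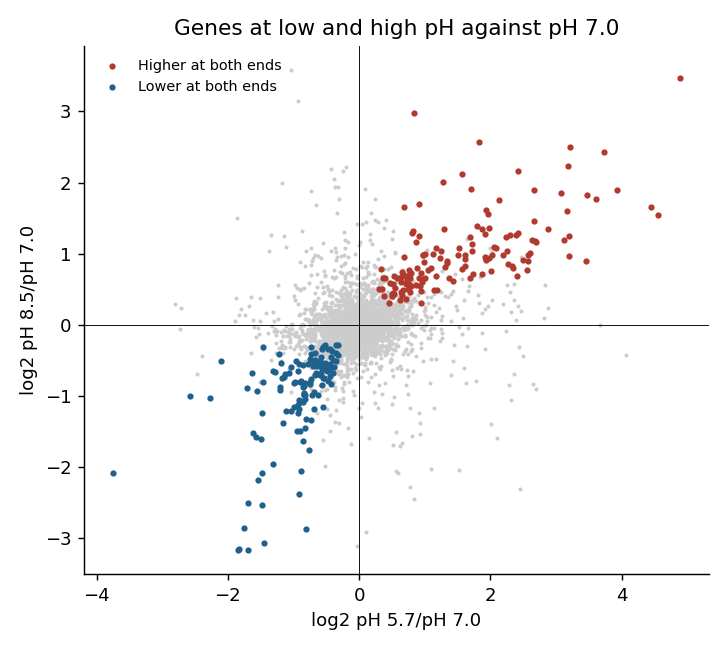
Log2 ratios of 4369 genes over pH 7.0, with pH 5.7 on the horizontal and pH 8.5 on the vertical axis and 1 point per gene. The 142 genes called higher at both ends are in red and the 129 called lower at both are in blue.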

The full list of expression indices and pH-dependent expression ratios are compiled in Additional file 1 (genes) and Additional file 2 (intergenic regions). 182 genes showed pH-dependent expression ratios of 4-fold or greater (log_2 _ratios ≥ 2); these are presented in Table 1.

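Ratios of 4-fold or more that passed the test were found for 138 genes, 79 of them at pH 5.7/pH 7.0, 37 at pH 7.0/pH 8.5 and 74 at pH 5.7/pH 8.5. The highest ratio of a gene at pH 5.7 to pH 7.0 was that of gadA (b3517), a glutamate decarboxylase, which consumes a proton with each glutamate. Its log2 index was 14.02 ± 0.16 (SD, n = 5) at pH 5.7 and 9.13 ± 0.33 (SD, n = 5) at pH 7.0, a log2 ratio of 4.89 ± 0.23 (standard error, adjusted p = 1.44e-10). The acyl-CoA dehydrogenase homolog aidB (b4187) followed with a log2 pH 5.7/pH 7.0 of 4.56 ± 0.16 (standard error, adjusted p = 1.82e-11), and yhiM, for an inner membrane protein, with 4.44 ± 0.20 (standard error, adjusted p = 8.03e-11). The lowest was ompF, for an osmoregulated porin, with a log2 ratio of -3.76 ± 0.13 (standard error, adjusted p = 1.06e-11), ahead of proV of the glycine betaine transporter with -2.81 ± 0.14 and yfdI with -2.72 ± 0.28. Between pH 7.0 and pH 8.5 the largest fall was in tdcB, a threonine dehydratase, with a log2 pH 7.0/pH 8.5 of 3.17 ± 0.16 (standard error, adjusted p = 7.04e-10), close to srlA for sorbitol uptake at 3.16 ± 0.15 and tdcD at 3.15 ± 0.16. The largest rise at pH 8.5 was in the envelope stress gene cpxP, with -3.58 ± 0.20 (standard error, adjusted p = 1.35e-09), followed by gadA with -3.46 ± 0.23, which is within the error of it, and by b3913, next to cpxP, with -3.14 ± 0.18. Across the whole span, hycA, the regulator of the formate hydrogenlyase genes, had the highest log2 pH 5.7/pH 8.5 with 4.75 ± 0.10 (standard error, adjusted p = 4.75e-14), which is 26.9-fold. The paper's Table 1 was drawn from these arrays, so that its genes are not independent evidence of direction.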

Note that throughout our report (Tables 1, 3, 4, and Additional file 3), the three classes of expression ratios are presented as the quotient "acid/base" so that the log_2 _value of the ratio is positive for expression increased in acid (or decreased in base), and negative for expression increased in base (or decreased in acid). The ratio pH 5.7/pH 8.5 was used to designate genes as "acid up-regulated" or "base up-regulated." The terms "up-regulated" and "down-regulated" refer only to ratios of RNA abundance, without implying a regulatory mechanism [39,40]. Values presented in bold font indicate significance based on Tukey's test, p ≤ 0.001.

Of the most highly acid-up-regulated genes under oxygen limitation (Table 1), only 20% appear previously as acid-up-regulated under aeration [2]. Of the genes up-regulated by base under oxygen limitation, 20% are up-regulated in base under aeration, but also 10% are upregulated in acid under aeration [2]. Overall, oxygen limitation had a substantial impact on the profile of pH-regulated genes.

The exposure of a given protein to external pH depends on cell location, in that the cytoplasmic pH is maintained near pH 7.6 in growing cells, whereas the outer membrane, periplasm, and periplasmic face of the inner membrane are exposed to external pH. The numbers of pH-dependent genes in these subcellular locations were compared. (Both aerobic [2] and oxygen-limited conditions were included in the totals compared.) pH-dependent expression was observed for 50% of genes encoding known periplasmic proteins, as compared to 47% of inner membrane proteins, 42% of outer membrane proteins, and 39% of non-ribosomal cytoplasmic proteins. Thus the protein composition of the periplasm appeared to be the most sensitive to external pH, wherease the cytoplasmic protein composition was the least pH-sensitive.

### Core pH stress genes

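Most of the 135 genes that Table 2 lists as raised by acid in both aerated and oxygen-limited cultures, such as yagU, cfa and gatC, were higher at pH 5.7 than at pH 8.5 here: 111 were higher, 1 was lower and 23 were not past the test (115 higher when adjusted over the list alone). Against pH 7.0, 87 of them were higher at pH 5.7 and 10 lower. Of the 113 measured genes that it lists as raised by base in both, such as lamB, cpxP and mutL, 99 were lower at pH 5.7 than at pH 8.5, 0 were higher and 14 were not past (100 lower when adjusted over the list alone). The table also holds genes whose direction turned with aeration. Of the 33 raised by acid without air and by base with air, nhaA among them, 26 were higher at pH 5.7 than at pH 8.5 and 0 lower, and of the 69 of the other kind, such as nuoG and sdhC, 54 were lower and 2 higher. The authors chose all 4 lists on these arrays, so that the counts are not independent evidence of direction. The aerated cultures were not analysed here.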

A set of genes were identified that showed pH-dependent expression under oxygen limitation (Table 2) as well as reported previously under aeration [2]. These were designated "core pH stress genes." 

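Expression of yagU (b0287), which encodes a putative inner membrane protein, fell at each step as pH rose. Its log2 index was 11.25 ± 0.12 (SD, n = 5) at pH 5.7, 9.73 ± 0.27 at pH 7.0 and 7.70 ± 0.24 at pH 8.5. The log2 ratio was 1.51 ± 0.13 (standard error, adjusted p = 1.06e-07) for pH 5.7/pH 7.0 and 2.03 ± 0.13 (standard error, adjusted p = 6.45e-09) for pH 7.0/pH 8.5. For pH 5.7/pH 8.5 it was 3.55 ± 0.13 (standard error, adjusted p = 7.38e-12), or 11.7-fold, which ranked 6 among the 4369 genes.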

A quarter of these core pH stress genes as yet have no known function, such as the highly acid-inducible membrane protein *yagU*, which showed the sixth-highest acid/base expression ratio (pH 5.7/pH 8.5) in Table 1.

The *yagU *gene encodes an uncharacterized protein putatively assigned to the inner membrane [43,44]. We transduced a *yagU*::*kan*^R ^allele from the Blattner collection [45] into our acid-resistant strain W3110. The *yagU *construct showed 3-fold lower acid resistance than the parent strain (19 ± 2% survival at pH 2, compared to 70 ± 6% for W3110).

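All 7 genes for uptake and breakdown of galactitol (gat) were higher at pH 5.7 than at pH 7.0 and higher at pH 7.0 than at pH 8.5 (7 of 7 for both ratios when adjusted over the list alone). Most sorbitol genes (srl) peaked at pH 7.0: of 7, 6 were lower at pH 5.7 than at pH 7.0, 6 were higher at pH 7.0 than at pH 8.5, and 4 were higher at pH 5.7 than at pH 8.5 (4 when adjusted over the list alone). For gatC, a subunit of the galactitol phosphotransferase system, log2 pH 5.7/pH 8.5 was 3.12 ± 0.10 (standard error, adjusted p = 1.54e-12), and for the dehydrogenase gatD it was 3.29 ± 0.10 (standard error, adjusted p = 1.32e-12). For srlA log2 pH 5.7/pH 7.0 was -1.85 ± 0.15 (standard error, adjusted p = 5.27e-08) and log2 pH 5.7/pH 8.5 was 1.31 ± 0.15 (standard error, adjusted p = 2.34e-06). The sorbitol phosphate dehydrogenase gene srlD had -0.81 ± 0.14 and 2.06 ± 0.14 for these ratios.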

Catabolic operons for sugar alcohols galactitol (*gat*) and sorbitol (*srl*) were both up-regulated in acid. 

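Most genes of type 1 fimbriae (fim) stood highest at pH 7.0. Of 7 measured, 6 were lower at pH 5.7 than at pH 7.0, 6 were higher at pH 7.0 than at pH 8.5, and 4 were higher at pH 5.7 than at pH 8.5, with none lower (4 when adjusted over the list alone). For fimA, the major subunit, log2 pH 5.7/pH 8.5 was 1.47 ± 0.10 (standard error, adjusted p = 9.04e-09) and log2 pH 5.7/pH 7.0 was -0.91 ± 0.10 (standard error, adjusted p = 2.1e-06), and for the chaperone fimC they were 0.64 ± 0.11 and -1.55 ± 0.11. Expression of cfa, whose product forms cyclopropane fatty acids in membrane lipids, was 2.27 ± 0.17 (standard error, adjusted p = 1.86e-08) for log2 pH 5.7/pH 8.5. The periplasmic acid chaperones hdeA and hdeB had log2 pH 5.7/pH 8.5 of 0.24 ± 0.06 (standard error, adjusted p = 0.00591) and 0.24 ± 0.06 (standard error, adjusted p = 0.00666), neither past the threshold, and their log2 indices of 14.58 and 14.25 at pH 5.7 were among the brightest. For the sodium-proton antiporter nhaB the ratio was 0.37 ± 0.08 (standard error, adjusted p = 0.000838). The call for nhaB ended with the series matrix values, with median centring and with pH 5.7 and pH 8.5 alone in the fit, and those for fimC at pH 5.7/pH 8.5 with the series matrix values and with the same 2 groups alone, and at pH 5.7/pH 7.0 with the joint table.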

Other genes of known function showing a high acid/base expression ratio included fimbriae (*fimAC*), periplasmic chaperones (*hdeAB*), cyclopropane fatty acid synthase (*cfa*), the "constitutive" Na+/H+ antiporter (*nhaB*), and about thirty unidentified proteins. 

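The envelope stress gene cpxP, the maltodextrin porin gene lamB and the mismatch repair gene mutL were all higher at pH 8.5 than at pH 5.7, by different routes. Log2 pH 5.7/pH 8.5 of cpxP was -4.61 ± 0.20 (standard error, adjusted p = 3.36e-11), and expression rose at both steps. Of 10 genes of the Cpx envelope stress response, 10 were higher at pH 8.5 than at pH 7.0 (10 when adjusted over the list alone) and 9 than at pH 5.7, the exception being cpxR, the response regulator, with a log2 pH 5.7/pH 8.5 of -0.34 ± 0.08 (standard error, adjusted p = 0.00173); when adjusted over the list alone cpxR was called too, 10 of 10. The periplasmic chaperone spy, which was chosen after its values were seen, had -1.58 ± 0.13 for log2 pH 7.0/pH 8.5. Of 11 genes of the maltose regulon, 9 were higher at pH 8.5 than at pH 5.7 and none lower (10 when adjusted over the list alone). For lamB the change lay between pH 5.7 and pH 7.0, with a log2 pH 5.7/pH 7.0 of -1.82 ± 0.12 (standard error, adjusted p = 7.62e-09) against a log2 pH 7.0/pH 8.5 of -0.14 ± 0.12, which was not past, and malK and malM had -1.96 ± 0.14 and -2.24 ± 0.10 for log2 pH 5.7/pH 8.5. For mutL this ratio was -3.17 ± 0.10 (standard error, adjusted p = 2.2e-12). The recombinase gene recA was -0.53 ± 0.07, and of 16 genes of the SOS response 2 were higher at pH 8.5 than at pH 5.7 and 1 was lower. With the series matrix values recA was not past.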

Core pH genes up-regulated at high pH included maltodextrin transport (*lamB*, *mal*), ATP synthase (*atp*), envelope stress (*cpxPR*), and DNA repair (*recA *and *mutL*). These are consistent with previous reports of regulation (in aerated cultures) of *mal *[22], ATP synthase [2], *cpxR *[46], and SOS DNA repair [47].

Other genes systems showed oppositely directed acid/base responses in anaerobic versus aerobic conditions. In particular, several components of electron transport and the TCA cycle were acid-repressed under oxygen limitation, though up-regulated in acid with aeration [2]. These include the *ace*, *cyo*, *nuo*, *sdh*, and *suc *operons. On the other hand, the hydrogenase gene *hybA *showed the opposite pattern (up in acid, anaerobically; in base, aerobically).

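Most genes of NADH dehydrogenase, succinate and 2-oxoglutarate dehydrogenase, and the glyoxylate bypass were lower at pH 5.7 than at pH 8.5. Of 13 nuo genes 12 were lower and none higher, of 8 sdh and suc genes all 8 were lower, of 6 ace genes 5 were lower, and of 5 cyo genes for cytochrome o oxidase 2 were lower (12, 8, 5 and 2 when adjusted over each list alone). For sdhC, a membrane anchor of succinate dehydrogenase, log2 pH 5.7/pH 8.5 was -3.36 ± 0.16 (standard error, adjusted p = 1.12e-10), and for sucB of 2-oxoglutarate dehydrogenase it was -1.21 ± 0.11 (standard error, adjusted p = 2.41e-07). The isocitrate lyase gene aceA had -2.07 ± 0.19 (standard error, adjusted p = 1.6e-07) and the pyruvate dehydrogenase gene aceE had -1.07 ± 0.10. For nuoG it was -1.54 ± 0.09 (standard error, adjusted p = 1.04e-09), for cyoA -0.82 ± 0.13 and for cyoD -1.30 ± 0.13. The single nuo gene not past was nuoL, at -0.18 ± 0.10 (standard error, adjusted p = 0.146). At pH 5.7, 12 of 13 nuo genes and 4 of 8 sdh and suc genes were lower than at pH 7.0 (12 and 7 when adjusted over each list alone), and limma called 0 of 6 ace and 0 of 5 cyo genes. At an unadjusted p under 0.05, 12 nuo and 8 sdh and suc genes were lower, 1 ace gene was lower and 2 were higher, and 1 cyo gene was lower; with Tukey's correction 12, 4, 0 and 0 of the 4 groups were called, all lower. Whether these groups differ was not tested. The authors name these operons from the same arrays, so that the direction is not independent evidence.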

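Expression of hybA, which encodes an electron transfer protein of hydrogenase 2, was higher at pH 5.7 than at pH 8.5, with a log2 ratio of 0.82 ± 0.12 (standard error, adjusted p = 2.86e-05). It was highest at pH 7.0: the log2 index was 12.22 ± 0.20 at pH 5.7, 12.66 ± 0.04 at pH 7.0 and 11.40 ± 0.27 at pH 8.5 (SD, n = 5). All 8 hyb genes were higher at pH 7.0 than at pH 8.5 (8 when adjusted over the list alone) and 6 were lower at pH 5.7 than at pH 7.0, while 3 were higher at pH 5.7 than at pH 8.5. For hybO, the small subunit, log2 pH 7.0/pH 8.5 was 1.19 ± 0.10 (standard error, adjusted p = 2.46e-07).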

### Acid/base expression ratios confirmed by real-time PCR

The pH dependence of representative genes was confirmed by real-time PCR of cultures grown under anaerobic conditions, as well as aerobic conditions based on Ref. [2] (Fig. 2). The real-time PCR expression ratios are shown for up-regulation in acid or in base, relative to expression at pH 7. For example, the gene encoding arginine decarboxylase, *adiA*, showed strong induction in acid under anaerobic conditions but showed no significant expression aerobically. These real-time PCR data are consistent with our array data, and with the known coinduction of *adiA *by acid and anaerobiosis [8]. The *yagU *gene showed strong increase by acid both aerobically and anaerobically; this result was also consistent with the arrays.

The envelope stress protein *cpxP *[46] and the base-inducible tellurium resistance homolog *alx *[5,48] showed mRNA levels increased at high pH. High-pH up-regulation was seen both aerobically and anaerobically. For *alx*, repression by acid below pH 7 was seen only under aerobic, not anaerobic conditions; this pattern was seen in the array data (Table 1, and Ref. [2]) as well as in the real-time PCR (Fig. 2).

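Expression of alx did not differ between pH 5.7 and pH 7.0 by the test and was higher at pH 8.5. The gene encodes a membrane protein with a role proposed in tellurium export. Its log2 index was 8.05 ± 0.09 (SD, n = 5) at pH 5.7, 8.01 ± 0.09 at pH 7.0 and 8.58 ± 0.10 at pH 8.5. Log2 pH 5.7/pH 7.0 was 0.05 ± 0.06 (standard error, adjusted p = 0.597). For pH 7.0/pH 8.5 it was -0.57 ± 0.06 (standard error, adjusted p = 4.67e-06) and for pH 5.7/pH 8.5 -0.52 ± 0.06 (standard error, adjusted p = 6.95e-06). The aerated arrays and the real-time PCR were not analysed here.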

### Hydrogenases regulated by pH

*E. coli *fermentation generates substrates for hydrogenase enzymes, which interconvert hydrogen ions with hydrogen gas [49-51] and generate H_2 _from formate through association with formate dehydrogenase [31,52,53]. Several hydrogenases of *E. coli *respond to pH and oxygen level [31,54], although the overall pattern remains unclear, especially at high pH.

We sought to clarify the pattern of expression of all the hydrogenases (*hya, hyb, hyc, hyf*) as well as hydrogenase assembly (*hyp*) as a function of pH. Real-time PCR was used to measure expression of one gene from each of the hydrogenase operons (Fig. 3). The log expression of each gene is normalized to its expression level at pH 7 with aeration. Under oxygen limitation, each hydrogenase operon showed higher expression in acid than in base. During growth with aeration, however, the acid/base effect was reversed: Each gene showed higher expression in base than in acid. The up-regulation at high pH was particularly strong for *hycB *(6-fold greater at pH 8.7 than pH 5.0) and *hypF *(4-fold).

Hydrogenase activity may be important at low pH for its contribution to expulsion of excess protons from the cytoplasm [49,55,56]. The importance of hydrogenase expression for pH stress was confirmed by the loss of acid resistance in a strain defective for *hyp*. We transduced a *hypF*::*kan *allele (strain provided by K. T. Shanmugam) into our W3110 strain. The *hypF *defect abolished all hydrogenase activity as tested by methylviologen assay. The effect of *hypF *on acid resistance was tested for cultures grown at pH 5 to stationary phase, an oxygen-limited condition in which acid resistance (survival at pH 2) is induced [21]. The *hypF *defect decreased stationary-phase acid resistance to less than 3%, about 20-fold lower than the parent strain. No effect on acid survival was seen, however, in a strain defective for a single hydrogenase operon (*hya*, *hyb*, or *hyc*). Thus, hydrogenase activity by one or more of the hydrogenase systems was necessary for stationary-phase acid resistance.

### Ribosome synthesis depressed by acid

Ribosome synthesis is found to be down-regulated under conditions in which energy yield is restricted, such as carbon starvation [39] or nitrogen and sulfur starvation [40]. We found extensive down-regulation of virtually all genes encoding ribosome subunits during growth in acid under oxygen limitation (*rpl*,*rpm*, *rps*) (see Additional file 1). None of these genes show a significant effect of pH under aeration [2].

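Nearly all ribosomal protein genes were lower at pH 5.7 than at pH 7.0. Of 54 rpl, rpm and rps genes, listed before the data were examined, 49 were lower, none was higher and 5 were not past (51 lower when adjusted over the list alone). The median log2 ratio was -0.83, and the range ran from -1.89 to -0.35. The paper names these genes from the same arrays, so that their direction is not independent evidence. At pH 5.7 against pH 8.5, 46 of the 54 were lower. Between pH 7.0 and pH 8.5 the median was 0.07, and 1 gene was called, higher at pH 7.0. The lowest log2 pH 5.7/pH 7.0 was that of rpsA, whose protein binds messenger RNA on the small subunit, at -1.89 ± 0.10 (standard error, adjusted p = 5.54e-10), and rpsQ had -1.60 ± 0.09 (standard error, adjusted p = 1.17e-09). Of 16 genes for translation factors and RNA polymerase, 10 were lower at pH 5.7 than at pH 7.0 and none higher (11 when adjusted over the list alone), among them the initiation factor gene infB at -1.18 ± 0.07 (standard error, adjusted p = 1.22e-09) and rpoB, for a core subunit of RNA polymerase, at -0.63 ± 0.08. With the preset correlation, camera's adjusted p for the ribosomal genes at pH 5.7/pH 7.0 was 6.51e-22, and the adjusted p was 0.12 with an estimated correlation. Taking the day of hybridization as a random block, with the series matrix values, left 25 of the 54 called lower at pH 5.7 than at pH 7.0. That block could be estimated only from the 1 pH 8.5 array of day 4 against the others of its group. The count does not show what a day effect would leave.

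**Figure D3:**
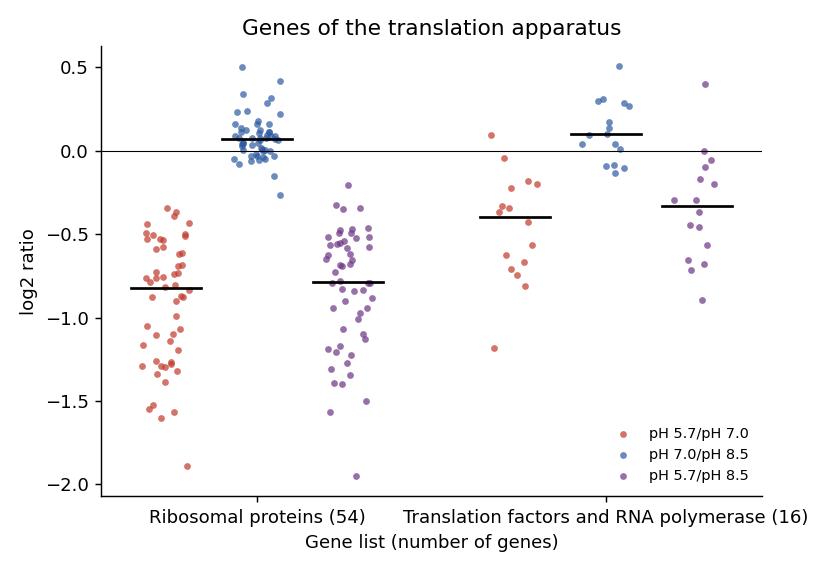
Log2 ratios of 54 ribosomal protein genes and 16 genes for translation factors and RNA polymerase, with 1 point per gene, a line at each median and colours for the 3 ratios. The ribosomal genes lie below 0 for both ratios with pH 5.7 and around 0 for pH 7.0/pH 8.5.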

### Catabolism regulated by pH

In aerated cultures, acid up-regulates genes for transport and catabolism of sugars and sugar derivatives outside the glucose pathways: ribose (*rbs*), galactitol (*gat*), sorbitol (*srl*, *gut*), and gluconate (*gnd*) [2]. Under oxygen limitation, acid up-regulated additional catabolic enzymes and transporters for arabinose (*ara*), fuculose (*fuc*), gluconate (*gnt*), mannitol (*mtl*), and melibiose (*mel*) (see Additional file 3). 

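Between pH 5.7 and pH 8.5, the genes for mannitol (mtl) and melibiose (mel) were all higher at pH 5.7, 3 of 3 in each group, and 4 of 8 genes for gluconate were higher and none lower (3, 3 and 4 when adjusted over each list alone). Of 8 arabinose genes 1 was higher and 1 lower, and of 7 fucose genes 1 was higher and 1 lower, with the same counts when adjusted over the list alone. For ribose (rbs) 3 of 6 were higher and none lower. The mannitol dehydrogenase gene mtlD had a log2 pH 5.7/pH 8.5 of 0.98 ± 0.07 (standard error, adjusted p = 2.4e-08), the melibiose permease melB 0.55 ± 0.10 (standard error, adjusted p = 0.000253) and edd, the dehydratase of the Entner-Doudoroff pathway, 0.68 ± 0.06 (standard error, adjusted p = 1.25e-07). The arabinose isomerase gene araA was 1.72 ± 0.11 (standard error, adjusted p = 2.79e-09), while the regulator araC was -0.48 ± 0.07 (standard error, adjusted p = 3.41e-05). For fucA, an aldolase, the value was 0.95 ± 0.09 (standard error, adjusted p = 2.08e-07), and for the activator fucR -0.96 ± 0.07 (standard error, adjusted p = 1.3e-08). The gluconate transporter gntT was higher at pH 5.7 than at pH 7.0, at 0.67 ± 0.10. With the series matrix values the direction turned for fucA at pH 5.7/pH 8.5, to -0.31, and for araA at pH 5.7/pH 7.0, from 1.44 to -0.17; gntT and, at pH 5.7/pH 8.5, araA were not past with them. The authors took these systems from the same arrays.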

At high pH, however, there was strong up-regulation of fructose catabolism (*fruABKR*) and the maltose regulon (*mal*) which breaks down maldodextrins to glucose. 

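Of 4 fructose genes (fru), 3 were lower at pH 5.7 than at pH 7.0 and 3 were lower at pH 5.7 than at pH 8.5 (3 and 3 when adjusted over the list alone). Between pH 7.0 and pH 8.5 limma called 0 of 4; 1 had an unadjusted p under 0.05, and Tukey's correction called 0. For fruA, a transport subunit of the fructose phosphotransferase system, log2 pH 5.7/pH 7.0 was -0.57 ± 0.10 (standard error, adjusted p = 0.000141) and log2 pH 7.0/pH 8.5 was -0.03 ± 0.10 (standard error, adjusted p = 0.85). For fruB they were -0.82 ± 0.09 (standard error, adjusted p = 1.22e-06) and 0.40 ± 0.09, the second not past. In the maltose regulon, 6 of 11 genes were lower at pH 5.7 than at pH 7.0 and 3 were higher at pH 8.5 than at pH 7.0, none going the other way. The 3 were malP, a maltodextrin phosphorylase with a log2 pH 7.0/pH 8.5 of -0.86 ± 0.08 (standard error, adjusted p = 6.47e-07), malQ, an amylomaltase with -0.60 ± 0.06 (standard error, adjusted p = 4.68e-07), and malE, for the maltose-binding protein. With the series matrix values fruA was not past at pH 5.7/pH 7.0.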

The acid up-regulation of *gat *[11] and the high-pH up-regulation of *mal *[22] were reported previously; regulation of the other catabolic systems was new to this report.

Fermentation of sugar alcohols [57] and sugar acids [58] may cause less acidification than does glucose fermentation. It was proposed that the pH-dependent selection of sugar substrates may be correlated with their relative degree of acidification of the growth medium. The net acidification of media during catabolism of various substrates was tested (Fig. 4). *E. coli *strain W3110 was grown anaerobically to stationary phase on half-strength LBK medium supplemented with different carbon sources: glucose, sorbitol, gluconate, and glucuronate. Glucose fermentation was associated with the largest degree of acidification. By contrast, sorbitol-supplemented medium showed a net increase in pH, whereas the sugar-acids showed relatively small acidification. The difference between glucose and the other supplemental substrates was especially pronounced at the lower starting pH (pH 4.8) where acidification must be limited to allow growth.

Several amino acid decarboxylase operons that showed exceptionally high acid/base ratios (Table 1) are known to be up-regulated by acid with anaerobiosis: the degradative lysine decarboxylase, *cadBA *[8,10]; arginine decarboxylase, *adiAYC *[8,9,59]; and the glutamate decarboxylases, *gadAXW *and *gadBC *[20,60,61]. 

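Most genes of the arginine (adi) and lysine (cad) decarboxylase systems were higher at pH 5.7 than at pH 8.5. For this ratio limma called 3 of 3 adi and 2 of 3 cad genes higher, the exception being the regulator cadC, at 0.50 ± 0.10, which was not past; it was called when adjusted over the list alone (3 of 3). The 3 adi genes rose between pH 7.0 and pH 5.7 (3 of 3 when adjusted over the list alone), and the 3 cad genes were higher at pH 7.0 than at pH 8.5 (3 of 3). At the other step of each, 1 of 3 adi genes was higher at pH 7.0 than at pH 8.5 and 1 of 3 cad genes at pH 5.7 than at pH 7.0. Whether the 2 systems differ was not tested. The arginine decarboxylase gene adiA had a log2 pH 5.7/pH 7.0 of 3.67 ± 0.11 (standard error, adjusted p = 4.02e-12) and the arginine-agmatine antiporter adiC had 4.07 ± 0.12 (standard error, adjusted p = 3.47e-12). Between pH 7.0 and pH 8.5 adiA was at 0.00 ± 0.11, not past the test, while the regulator adiY was called at 0.69 ± 0.12 (standard error, adjusted p = 0.00037), a call that ended with quantile normalization, with the series matrix values, with pH 7.0 and pH 8.5 alone in the fit and when any of 5 single arrays was left out. Its log2 pH 5.7/pH 8.5 was 3.04 ± 0.12 (standard error, adjusted p = 1.79e-11). For cadA, the inducible lysine decarboxylase, log2 pH 7.0/pH 8.5 was 2.28 ± 0.16 (standard error, adjusted p = 2.41e-08) and log2 pH 5.7/pH 8.5 was 3.06 ± 0.16 (standard error, adjusted p = 4e-10). For the lysine-cadaverine antiporter cadB they were 3.11 ± 0.24 (standard error, adjusted p = 6.82e-08) and 3.08 ± 0.24, and log2 pH 5.7/pH 7.0 was -0.03 ± 0.24, not past. At pH 5.7/pH 7.0 cadA was called at 0.77 ± 0.16 (standard error, adjusted p = 0.000966), a call that ended with quantile normalization, median centring, the joint table, the series matrix values, the methods' test and with these 2 pH values alone in the fit.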

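Expression of the glutamate decarboxylase genes gadA and gadB and of gadC, the glutamate antiporter that serves both, was higher at pH 8.5 than at pH 7.0. Log2 pH 7.0/pH 8.5 was -3.46 ± 0.23 (standard error, adjusted p = 1.23e-08) for gadA, which is 11-fold, -2.50 ± 0.14 (standard error, adjusted p = 2.27e-09) for gadB and -2.44 ± 0.18 (standard error, adjusted p = 5.37e-08) for gadC. The increase from pH 7.0 to pH 5.7 was larger for each gene, at 29.7-fold for gadA. For gadB it was a log2 of 3.21 ± 0.14 and for gadC 3.73 ± 0.18. Log2 pH 5.7/pH 8.5 was 1.43 ± 0.23 (standard error, adjusted p = 0.0001) for gadA and 1.29 ± 0.18 for gadC. For gadB log2 pH 5.7/pH 8.5 was 0.71 ± 0.14 (standard error, adjusted p = 0.0008), and that call ended with the series matrix values, with the methods' test and with pH 5.7 and pH 8.5 alone in the fit. Within the pH 8.5 group the SD of gadA was 0.60, against 0.16 at pH 5.7 (n = 5 each).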

Under oxygen limitation, the *gad *genes also turned out to be among those most highly up-regulated at high pH (pH 8.5) compared to pH 7.0 (Table 1; Table 3). This is consistent with our previous reports that *gadA *and *gadBC *are up-regulated at high pH under anaerobiosis [5,11,62]. The entire series of genes in the vicinity of *gadAXW *(thirteen in all) showed the same pattern of induction at both low and high pH (Table 3), including the small RNA regulator *gadY *[63]. This "pH stress region" included genes encoding the *mdtEF *multidrug transporter [64,65] and the periplasmic acid-inducible chaperones *hdeAB *[66] as well as genes of unknown function, such as the OMP gene *sly*.

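All 12 genes from slp to gadA were higher both at pH 5.7 and at pH 8.5 than at pH 7.0 (12 of 12 for both ratios when adjusted over the list alone). The median log2 pH 5.7/pH 7.0 was 2.63 and the median log2 pH 7.0/pH 8.5 was -1.22. Between the ends, 10 of the 12 were higher at pH 5.7 than at pH 8.5 and hdeA and hdeB were not past. For gadE, the activator of the glutamate decarboxylase system, log2 pH 5.7/pH 7.0 was 3.19 ± 0.14 (standard error, adjusted p = 7.25e-11) and log2 pH 7.0/pH 8.5 -2.23 ± 0.14 (standard error, adjusted p = 4.8e-09). For the regulator gadX they were 2.66 ± 0.12 (standard error, adjusted p = 1.07e-10) and -1.47 ± 0.12 (standard error, adjusted p = 1.39e-07), and for gadW 2.70 ± 0.19 and -1.17 ± 0.19. The smallest increases at pH 5.7 were those of hdeA, 0.74 ± 0.06, and hdeB, 0.79 ± 0.06. The intergenic region that holds gadY, a small RNA that stabilizes the gadX message, moved the same way, with 3.19 ± 0.17 (standard error, adjusted p = 6.19e-10) for log2 pH 5.7/pH 7.0 and -1.38 ± 0.17 (standard error, adjusted p = 1.33e-05) for log2 pH 7.0/pH 8.5. The calls for hdeA at both steps and for hdeB at pH 7.0/pH 8.5 ended with the series matrix values.

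**Figure D4:**
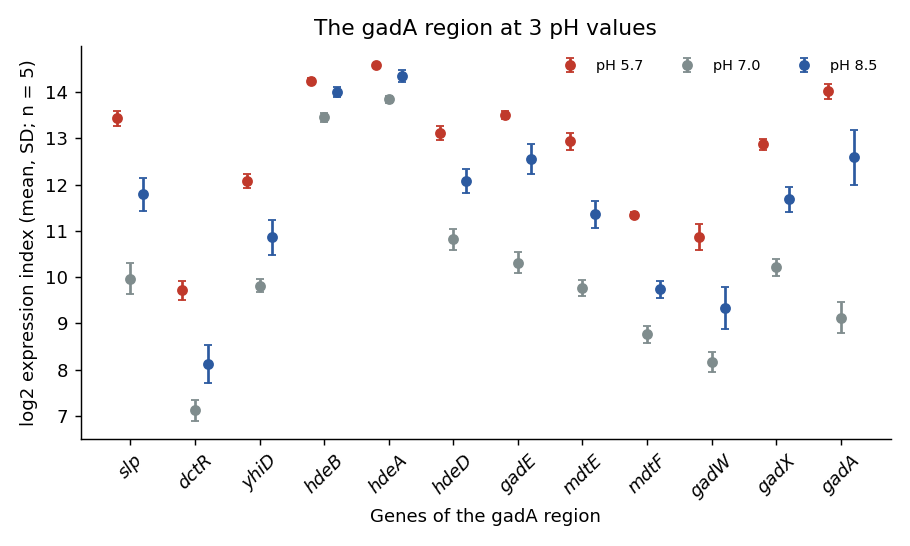
Mean log2 expression index and SD (n = 5) of the 12 genes of the gadA region at each of the 3 pH values, in the order of the genes on the chromosome. Each gene is lowest at pH 7.0.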

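The multidrug transporter genes mdtE and mdtF and the outer membrane lipoprotein gene slp followed the pattern of their region. Log2 pH 5.7/pH 7.0 was 3.17 ± 0.13 (standard error, adjusted p = 4.83e-11) for mdtE, 2.58 ± 0.10 (standard error, adjusted p = 1.99e-11) for mdtF and 3.47 ± 0.17 (standard error, adjusted p = 2.65e-10) for slp. At pH 8.5 they were also higher than at pH 7.0, with log2 pH 7.0/pH 8.5 of -1.59 ± 0.13, -0.98 ± 0.10 and -1.82 ± 0.17. Every pH 5.7 array had higher indices of all 3 genes than every pH 7.0 array. For the chaperones, log2 pH 7.0/pH 8.5 was -0.50 ± 0.06 (standard error, adjusted p = 1.42e-05) for hdeA and -0.55 ± 0.06 (standard error, adjusted p = 6.02e-06) for hdeB.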

At high pH, deamination of amino acids is favored due to removal of ammmonium ion and production of fermentation acids [11]. Under oxygen limitation, at high pH, the amino acid deaminases and transporters were up-regulated (see Additional file 3): tryptophanase, *tnaAB*, and serine deaminase, *serABC *and transporters for other amine-rich molecules: arginine (*art*) and spermidine/putrescine (*pot*). 

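Of 5 genes for arginine transport (art), 4 were higher at pH 8.5 than at pH 7.0 and none was lower (5 when adjusted over the list alone). For artI, a periplasmic binding protein, log2 pH 7.0/pH 8.5 was -0.68 ± 0.10 (standard error, adjusted p = 8.22e-05), and for artJ it was -0.41 ± 0.09 (standard error, adjusted p = 0.00358), not past, while its log2 pH 5.7/pH 8.5 was -0.58 ± 0.09 (standard error, adjusted p = 0.000113). The tryptophan transporter gene tnaB was highest at pH 7.0, with a log2 pH 5.7/pH 7.0 of -1.18 ± 0.09 (standard error, adjusted p = 2.37e-08), a log2 pH 7.0/pH 8.5 of 0.74 ± 0.09 (standard error, adjusted p = 7.37e-06) and a log2 pH 5.7/pH 8.5 of -0.44 ± 0.09 (standard error, adjusted p = 0.000742). For tryptophanase, tnaA, no ratio was past by limma, with 0.19 ± 0.05 for log2 pH 7.0/pH 8.5. Tukey's correction called tnaA lower at pH 5.7 than at pH 7.0 and higher at pH 7.0 than at pH 8.5. Of serA, serB and serC, which encode enzymes of serine synthesis, serB was lower at pH 5.7 than at pH 8.5, at -0.67 ± 0.07 (standard error, adjusted p = 5.25e-07), and serA and serC were not past, at 0.14 ± 0.10 and -0.03 ± 0.09. Between pH 7.0 and pH 8.5 limma called 0 of the 3; 1 had an unadjusted p under 0.05, and Tukey's correction called 0. Of 3 genes for serine deaminases and their transporter (sda), 1 was lower at pH 5.7 than at pH 8.5 and none higher, and between pH 7.0 and pH 8.5, 2 were higher at pH 7.0 and 1 at pH 8.5 (2 and 1 when adjusted over the list alone). With the series matrix values artI at this step and serB were not past, and at pH 5.7/pH 8.5 artJ and tnaB were not past with the joint table, nor tnaB with array weights.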

The *tna *and *ser *results are consistent with previous studies based on proteomics and *lac *fusions[5,11]. 

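The genes potC and potD, for the spermidine-preferential transporter, and speD and speE, for spermidine synthesis, were higher at pH 8.5 than at pH 5.7. Log2 pH 5.7/pH 8.5 was -0.82 ± 0.07 (standard error, adjusted p = 5.4e-08) for potC, -1.40 ± 0.09 (standard error, adjusted p = 2.79e-09) for potD, -1.58 ± 0.16 (standard error, adjusted p = 7.09e-07) for speD and -1.66 ± 0.16 (standard error, adjusted p = 3.89e-07) for speE. Of the 9 pot genes 4 were lower at pH 5.7 than at pH 8.5 and none higher, and of the 7 spe genes 2 were lower and none higher, with the same counts when adjusted over each list alone. The other 5 genes of each group were not past. Against pH 7.0, 2 pot and 2 spe genes were higher at pH 8.5. Log2 pH 7.0/pH 8.5 was -0.85 ± 0.16 for speD and -0.83 ± 0.16 for speE. Both calls ended with the methods' test, with pH 7.0 and pH 8.5 alone in the fit and when any of 11 single arrays was left out, and that for speD with the series matrix values too.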

The transport and interconversion of polyamines associated with amino-acid catabolism (*spe*, *pot*) was up-regulated at high pH. This finding is consistent with the report that polyamine stress in bacteria is amplified at high pH [67].

### Multidrug resistance and ion transporters

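The main sodium-proton antiporter gene, nhaA, was higher at both ends of the pH range than at pH 7.0. The log2 ratio pH 5.7/pH 7.0 was 1.93 ± 0.13 (standard error, adjusted p = 5.79e-09), log2 pH 7.0/pH 8.5 was -0.93 ± 0.13 (standard error, adjusted p = 3.1e-05) and log2 pH 5.7/pH 8.5 was 1.00 ± 0.13 (standard error, adjusted p = 9e-06). Of 7 genes for cation-proton antiporters and related efflux (nha, cha, kef), 3 were higher at pH 5.7 than at pH 7.0 and none lower (3 when adjusted over the list alone). Between pH 7.0 and pH 8.5, 2 were higher at pH 8.5, 1 was lower and 4 were not past (3 and 1 when adjusted over the list alone).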

Several ion transporters and multidrug resistance genes showed significant acid/base expression ratios under anaerobiosis (Table 4), some of which were confirmed by real-time PCR (Fig. 5). 

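The 5 genes of the nickel transporter, nikA to nikE, were higher at pH 5.7 than at both other pH values, and nikR, for its repressor, was not past, with 0.29 ± 0.07 for log2 pH 5.7/pH 7.0 and 0.34 ± 0.07 for log2 pH 5.7/pH 8.5. When adjusted over the list of 6 alone, 6 were higher in both ratios. The log2 pH 5.7/pH 7.0 was 0.70 ± 0.07 (standard error, adjusted p = 4.4e-07) for nikA, the periplasmic binding protein, and 0.70 ± 0.07 (standard error, adjusted p = 1.2e-06) for the permease gene nikC, and log2 pH 5.7/pH 8.5 was 0.84 ± 0.07 and 0.86 ± 0.07. For the step between pH 7.0 and pH 8.5 limma called 0 of 6, and 0 had an unadjusted p under 0.05 or passed Tukey's correction.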

Nickel transport was increased by acid, consistent with our previous proteomic studies [5] and with the nickel requirement for hydrogenase activity up-regulated by acid under anaerobiosis [68]. Additionally, growth in acid enhanced the expression of transporters for copper, silver, iron, and magnesium (*copA*, *cusC*, *feoAB*,*mgtA*,).

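Expression of copA, the copper-exporting ATPase, and of its activator cueR was higher at pH 5.7 than at pH 7.0, with log2 ratios of 0.86 ± 0.07 (standard error, adjusted p = 1.17e-07) and 1.31 ± 0.08 (standard error, adjusted p = 2.8e-09). At pH 8.5 copA was also higher than at pH 7.0, at -0.56 ± 0.07 for log2 pH 7.0/pH 8.5, and its log2 pH 5.7/pH 8.5 of 0.30 ± 0.07 was not past. Of 9 genes for copper and silver efflux 3 were higher at pH 5.7 than at pH 7.0 and none lower (3 when adjusted over the list alone). For the ferrous iron transport genes the step lay at high pH: log2 pH 7.0/pH 8.5 was 0.82 ± 0.09 (standard error, adjusted p = 2.83e-06) for feoA and 0.41 ± 0.07 (standard error, adjusted p = 0.000489) for feoB. The magnesium transporter gene mgtA had 0.48 ± 0.09 (standard error, adjusted p = 0.000223) for log2 pH 5.7/pH 7.0. The calls for mgtA and, at pH 7.0/pH 8.5, copA ended with the series matrix values, and that for feoB with median centring. For cusC, an outer membrane channel for copper and silver, log2 pH 5.7/pH 7.0 was 0.44 ± 0.07 (standard error, adjusted p = 0.000106) and log2 pH 5.7/pH 8.5 0.63 ± 0.07. With the series matrix values the direction of cusC turned, to -0.54 and -0.34, and with the joint table it was not past.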

High pH up-regulated several genes in the ATP synthase operon (*atp*) [69], as confirmed by real-time PCR (Table 4; Fig. 5). 

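Across the whole pH range, 7 of the 9 atp genes were higher at pH 8.5 than at pH 5.7 and none was lower (7 when adjusted over the list alone), with a median log2 pH 5.7/pH 8.5 of -0.58. The log2 ratio pH 5.7/pH 8.5 was -0.71 ± 0.07 (standard error, adjusted p = 9.04e-07) for atpD and -0.66 ± 0.09 (standard error, adjusted p = 1.86e-05) for atpG, both for subunits of the catalytic part of the ATP synthase. Each single step was smaller: 1 of the 9 was higher at pH 8.5 than at pH 7.0 (4 when adjusted over the list alone) and 1 was higher at pH 7.0 than at pH 5.7, and log2 pH 7.0/pH 8.5 was -0.36 ± 0.07 (standard error, adjusted p = 0.00131) for atpD and -0.34 ± 0.09 for atpG, both not past. The real-time PCR was not analysed here.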

The increased production of ATP synthase compensates for decreased proton-motive force at high pH [2]. High pH also was associated with up-regulation of the Ca^2+^/H^+ ^antiporter *chaA *(Fig. 5), while its regulators *chaBC *were down-regulated. 

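Expression of chaA, a calcium and sodium antiporter with protons, was higher at pH 8.5 than at both other pH values. Log2 pH 7.0/pH 8.5 was -0.86 ± 0.11 (standard error, adjusted p = 1.82e-05) and log2 pH 5.7/pH 8.5 was -1.10 ± 0.11 (standard error, adjusted p = 7.4e-07). For chaB and chaC the change lay between pH 5.7 and pH 7.0. The log2 pH 5.7/pH 7.0 was 0.80 ± 0.10 (standard error, adjusted p = 6.65e-06) for chaB and 0.60 ± 0.08 (standard error, adjusted p = 7.65e-06) for chaC. Against pH 8.5 neither was past, with log2 pH 5.7/pH 8.5 of 0.45 ± 0.10 and 0.22 ± 0.08, and log2 pH 7.0/pH 8.5 was -0.35 ± 0.10 (standard error, adjusted p = 0.0137) for chaB and -0.38 ± 0.08 (standard error, adjusted p = 0.00109) for chaC. With the joint table chaA was not past for either ratio.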

The *chaA *antiporter is known to be up-regulated at high pH where it extrudes sodium ion [70]. 

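For the multidrug efflux pair acrA and acrB, log2 pH 5.7/pH 8.5 was -0.69 ± 0.06 (standard error, adjusted p = 4.9e-08) and -0.42 ± 0.07 (standard error, adjusted p = 0.000196). From pH 7.0 to pH 8.5 acrA was also called, at -0.35 ± 0.06 (standard error, adjusted p = 0.000154), and acrB was not past, at -0.27 ± 0.07. The magnesium transporter gene corA was higher at pH 8.5 than at pH 7.0, at -0.49 ± 0.09 (standard error, adjusted p = 0.000364), and its log2 pH 5.7/pH 8.5 of -0.39 ± 0.09 (standard error, adjusted p = 0.00171) was not past. The call of corA ended with the series matrix values and that of acrA at pH 7.0/pH 8.5 with quantile normalization.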

High pH also elevated expression of acridine efflux (*acr*), Mg^2+ ^transport (*corA*), and the putative tellurium efflux locus *alx*.

The NhaA sodium-proton antiporter is known to contribute to pH regulation and sodium resistance at high pH with aeration [71], whereas the NhaB antiporter is thought to be expressed constitutively. Under oxygen limitation, *nhaA *and *nhaB *showed complex responses to pH and anaerobiosis (Fig. 5). Expression of *nhaA *was higher at both pH extremes than at pH 7, wherease the opposite pattern was seen for *nhaB*, which showed its highest expression at low pH. Under aeration, *nhaB *was up-regulated at pH 5.7.

At least seven multidrug resistance loci showed pH-dependent expression. 

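The largest pH response among multidrug efflux genes outside the gadA region was that of mdtJ and mdtI, which form a spermidine exporter and were lower at pH 8.5. Log2 pH 7.0/pH 8.5 was 2.91 ± 0.12 (standard error, adjusted p = 1.95e-10) for mdtJ and 1.16 ± 0.10 (standard error, adjusted p = 3.21e-07) for mdtI, and log2 pH 5.7/pH 7.0 was 0.11 ± 0.12 and -0.00 ± 0.10, not past. Of 28 multidrug efflux genes, listed before the data were examined, 6 were higher and 2 lower at pH 5.7 than at pH 8.5 (6 and 2 when adjusted over the list alone), 2 were higher and 2 lower than at pH 7.0, and 3 were higher and 3 lower at pH 7.0 than at pH 8.5. The paper names some of them from the same arrays. Of all 4369 genes, 24.6%, 24.3% and 14.4% were called for these ratios, in the same order. For mdtG log2 pH 5.7/pH 8.5 was 0.25 ± 0.05 (standard error, adjusted p = 0.000607) and for mdtL it was 0.57 ± 0.10 (standard error, adjusted p = 0.000182). Under the series matrix values the direction of mdtL turned, to -0.87, and with the joint table mdtL was not past. The call of mdtG ended with median centring.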

Multidrug resistance loci up-regulated in acid included *mdtEF*, *mdtG*, *mdtIJ*, and *mdtL *[72,73]. The *mdtEF *locus is part of the *gad-evgA *regulon [74]. For *mdtL*, pH dependence has not been reported in aerated cultures. 

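For ampC, the chromosomal beta-lactamase gene, no ratio passed the test by limma, while Tukey's correction called it lower at pH 5.7 than at pH 7.0. The log2 ratio pH 5.7/pH 7.0 was -0.24 ± 0.05 (standard error, adjusted p = 0.00183), log2 pH 7.0/pH 8.5 was 0.11 ± 0.05 and log2 pH 5.7/pH 8.5 was -0.12 ± 0.05. Expression of emrA, part of a multidrug efflux pump, was highest at pH 7.0, with a log2 pH 5.7/pH 7.0 of -0.64 ± 0.06 (standard error, adjusted p = 4.67e-07) and a log2 pH 7.0/pH 8.5 of 0.53 ± 0.06 (standard error, adjusted p = 6.85e-06). For acrA log2 pH 5.7/pH 7.0 was -0.34 ± 0.06 (standard error, adjusted p = 0.000103). In the series matrix values emrA and acrA were not past for these ratios, nor was emrA at pH 7.0/pH 8.5 with the joint table.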

Base-enhanced or acid-repressed expression was seen for *ampC *[75], *acr *and *emrA*, of which the first two show no response with aeration. Thus, anaerobiosis appeared to increase the overall profile of pH-dependent drug resistance. 

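Of 17 genes for penicillin-binding proteins and cell wall shape, 4 were lower at pH 5.7 than at pH 7.0, 1 was higher and 12 were not past (5 lower and 1 higher when adjusted over the list alone). Of all 4369 genes, 24.3% were called for this ratio. The D-alanyl-D-alanine carboxypeptidase genes went both ways. The log2 pH 5.7/pH 7.0 was -0.58 ± 0.10 (standard error, adjusted p = 0.000264) for dacA and -1.22 ± 0.10 (standard error, adjusted p = 8.04e-08) for dacD, but 0.87 ± 0.10 (standard error, adjusted p = 4.58e-06) for dacC, which was also higher at pH 8.5 than at pH 7.0, at -1.16 ± 0.10 for log2 pH 7.0/pH 8.5. The endopeptidase gene mepA had -0.68 ± 0.07 (standard error, adjusted p = 9.27e-07) and the shape gene mreB -0.53 ± 0.05 (standard error, adjusted p = 3.65e-07), while mreC was at -0.29 ± 0.06 (standard error, adjusted p = 0.00146), not past, and was lower at pH 5.7 than at pH 8.5, at -0.39 ± 0.06. Under the series matrix values dacD, mepA and, at pH 5.7/pH 8.5, mreC were not past. The log2 pH 7.0/pH 8.5 of mepA, 0.49 ± 0.07 (standard error, adjusted p = 5.14e-05), turned with those values to -0.11, and neither ratio of mepA was past with the joint table.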

Besides *ampC*, genes for several other penicillin-binding proteins (PBPs) associated with cell envelope formation (*dac*,*mepA*,*mreBC*) were down-regulated in acid.

### Small regulatory RNAs

The inclusion of intergenic regions (IG) in the Affymetrix probe set revealed regions that express putative small-RNA regulators (sRNA) [76-78]. As shown in Additional file 2, under oxygen limitation, acid up-regulated four IGs that express sRNA molecules known for important roles in environmental response [76,77]. 

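Intergenic regions that hold the small RNA genes gadY, csrB, ryeA and rybC were all higher at pH 5.7 than at pH 7.0. The log2 index of the gadY region was 11.76 ± 0.15 (SD, n = 5) at pH 5.7, 8.57 ± 0.22 at pH 7.0 and 9.94 ± 0.45 at pH 8.5, and its log2 pH 5.7/pH 8.5 was 1.81 ± 0.17 (standard error, adjusted p = 3.59e-07). The region of csrB, whose RNA binds and sequesters the regulator CsrA, was as high at pH 8.5 as at pH 5.7 within the error: log2 pH 5.7/pH 7.0 was 0.76 ± 0.07 (standard error, adjusted p = 5.14e-07), log2 pH 7.0/pH 8.5 was -0.77 ± 0.07 (standard error, adjusted p = 8.78e-07) and log2 pH 5.7/pH 8.5 was -0.004 ± 0.07 (standard error, adjusted p = 0.971). The ryeA region had 0.89 ± 0.09 (standard error, adjusted p = 9.6e-07) for log2 pH 5.7/pH 7.0 and 0.24 ± 0.09 (standard error, adjusted p = 0.0466) for log2 pH 5.7/pH 8.5, which was not past. The rybC region had 0.40 ± 0.06 (standard error, adjusted p = 8.2e-05) and 0.60 ± 0.06 (standard error, adjusted p = 1.21e-06) for these ratios. Every pH 5.7 array was above every pH 7.0 array in all 4 regions (both-sided exact permutation test, p = 0.00794 for each, the smallest that 5 arrays against 5 allow). Over these regions and the 3 ratios there were 9 calls. Those for rybC and that for ryeA at pH 7.0/pH 8.5 ended with the series matrix values, which left 6. The ryeA call at pH 7.0/pH 8.5 ended with the joint table too. Taking the day as a random block left 1, with the block estimated only from the 1 pH 8.5 array of day 4. Leaving out the dimmest 25% of probe sets left 5, since ryeA and rybC lie in that part.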

The acid-up-regulated sRNAs included *gadY*, which activates acid-resistance genes *gadWX *[63]; the carbon storage global regulator *csrB *[79]; and two sRNA molecules of unknown function, *ryeA *and *rybC *[76].

### Cross-regulation by other stress conditions

The pH-dependent genes show cross-regulation by various stress factors such as acetate, oxidative stress, and universal stress (annotated in Additional file 1). 

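Genes that Additional file 1 marks as raised by acetate moved both ways with pH. Of 105 with that mark, 49 were higher and 31 lower at pH 5.7 than at pH 8.5 and 25 were not past (82 called when adjusted over the list alone), while against pH 7.0, 34 were higher and 44 lower at pH 5.7. Among those higher at pH 5.7 than at pH 8.5 were the glutamate decarboxylase genes and cfa, and among those lower were the glyoxylate bypass genes aceA and aceB and the oligopeptide transport genes oppA to oppD. Of 44 genes marked as lowered by acetate, 43 were lower at pH 5.7 than at pH 7.0 and none was higher, most of them for ribosomal proteins, such as rplB and rpsI. The genes oppA to oppD, rplB and rpsI were chosen after their values were seen. The copy of this file that was read holds 1361 probe sets in usable form, so that the counts describe those alone. The paper counts more acetate stress genes raised by acid than the 105 marked here, and the reason was not examined. The authors picked the genes of the file on these arrays, so that the counts are not independent evidence of direction.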

Anaerobic conditions increased to 197 the number of acetate stress genes up-regulated by acid in log phase (compare Refs. [33-35]). This confirms our prediction that even in early log phase, the small amounts of acetate produced are retained within the cell at high concentration due to the trans-membrane pH difference [34]. Also up-regulated by acid under anaerobiosis were 108 oxidative stress genes up-regulated by H_2_O_2_, paraquat (PQ), or sodium salicylate (Sal) [80,81]. 

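Of 70 genes that Additional file 1 marks as raised by oxidative stress, 33 were higher and 20 lower at pH 5.7 than at pH 8.5, and 17 were not past (57 called when adjusted over the list alone). Against pH 7.0, 37 were higher at pH 5.7 and 10 lower, and 34 were higher at pH 8.5 and 16 lower. The genes sufB and sufC, for the assembly of iron-sulfur clusters under stress, rose at both ends. Of 25 genes marked as lowered by oxidative stress, 17 were lower and 4 higher at pH 5.7 than at pH 8.5. Among the lower ones were atpA, atpC, atpF, atpH and atpI of the ATP synthase operon. The paper counts more oxidative stress genes raised by acid than the 70 marked here, and the reason was not examined. The authors picked the genes of the file on these arrays.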

28 genes were down-regulated (indicated by minus sign, Sal-, PQ-). In addition, 21 acid-dependent genes were identified as universal stress genes [82].

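All 12 genes that Additional file 1 marks as raised in universal stress were higher at pH 5.7 than at pH 7.0 (12 when adjusted over the list alone), with a median log2 ratio of 0.89. At pH 5.7 against pH 8.5, 7 of the 12 were higher and none lower, and 6 were higher at pH 8.5 than at pH 7.0. The list holds dps, for a protein that protects DNA in starved cells, cfa, and clpB, for a chaperone that dissolves aggregates. Of 10 genes marked as lowered in universal stress, 5 were lower at pH 5.7 than at pH 8.5 and none higher, while 8 were higher at pH 8.5 than at pH 7.0, the chaperone genes dnaK, dnaJ and ibpA and the protease gene degP among them. Of these dnaK, dnaJ and degP were chosen after their values were seen. The genes of the file were picked on these arrays.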

## Discussion and conclusion

Our study showed nearly twice as many pH-dependent genes under anaerobiosis as in aerated cultures [2]. Thus, anaerobiosis appeared to magnify the effects of pH stress response in buffered LBK medium.

Over a hundred "core pH genes" showed parallel response to pH in anaerobic and in aerated cultures. These included genes for envelope maintenance functions, periplasmic proteins, and proton transporters, as well as many genes of unknown function. Further study will determine whether these genes have functions more fundamental to pH homeostasis than do those dependent on oxygen level. In addition, several systems of gene expression responded oppositely to pH with or without aeration, most notably components of electron transport and intermediary metabolism. Thus, central pathways of metabolism showed a surprisingly complex dependence on pH and oxygen.

### Acid stress strongly affects the envelope and membranes

The outer and inner membranes receive direct exposure to external pH. A number of genes encoding outer membrane proteins as well as inner membrane proteins show pH-dependent expression in aerated cultures [2], and many more show pH dependence under oxygen limitation. A gene encoding an inner membrane protein, *yagU*, was identified as a requirement for acid resistance.

The fraction of genes showing pH dependence (with or without aeration) was particularly high in the periplasm, which is fully exposed to external pH due to proton leakage through the outer membrane. As many as half of all periplasmic proteins may show pH-regulated expression. These encode transporters such as AraR, ArtI, and PotD; periplasmic chaperones such as HdeA, HlpA, and FimC; heat-shock protein such as DegP, DegQ; and redox modulators such as DsbA.

Acid appeared to down-regulate the carbon-storage regulon (*csr*) whose effects include activation of flagellar synthesis and biofilm formation. 

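The genes uvrY, for the response regulator of the carbon storage system, and sdiA, for a quorum-sensing regulator, were lower at pH 5.7 than at pH 7.0. The log2 ratio pH 5.7/pH 7.0 was -0.74 ± 0.06 (standard error, adjusted p = 5.62e-08) for uvrY and -0.77 ± 0.08 (standard error, adjusted p = 1.34e-06) for sdiA. Against pH 8.5, uvrY was -0.42 ± 0.06 (standard error, adjusted p = 2.48e-05) and sdiA was -0.23 ± 0.08 (standard error, adjusted p = 0.038), not past. Of 4 genes of this system (csrA, uvrY, sdiA, barA) 2 were lower at pH 5.7 than at pH 7.0 and none higher (2 when adjusted over the list alone), and csrA, which encodes the RNA-binding regulator, was at 0.48 ± 0.16 (standard error, adjusted p = 0.0281), not past. In the series matrix values uvrY was not past at pH 5.7/pH 8.5. The values of sdiA and csrA were chosen after they were seen.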

Acid repressed genes encoding two activators of *csrA*, UvrY and LuxR-homolog SdiA [79] but up-regulated an IG that includes an antagonist of *csrA*, the sRNA *csrB*. Down-regulation of csr could be responsible for the decreased flagellar synthesis in acid under anaerobiosis.

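Of 50 genes for flagella and chemotaxis, 8 were higher and 4 lower at pH 5.7 than at pH 7.0 and 38 were not past (8 and 4 when adjusted over the list alone). At pH 5.7 against pH 8.5, 11 were higher and 1 lower. Of all 4369 genes, 24.3% and 24.6% were called for these ratios, in the same order. The master regulator gene flhD, chosen after its values were seen, had a log2 pH 5.7/pH 7.0 of -0.94 ± 0.10 (standard error, adjusted p = 1.51e-06) and was also higher at pH 7.0 than at pH 8.5. The hook gene flgE was 0.94 ± 0.09 (standard error, adjusted p = 2.37e-07) for log2 pH 5.7/pH 7.0, and flgD, for a hook assembly protein, was 2.40 ± 0.11 (standard error, adjusted p = 9.59e-11). For flgD log2 pH 7.0/pH 8.5 was -0.69 ± 0.11 (standard error, adjusted p = 0.000131), which turned to 0.86 with the series matrix values and to 0.10 with the joint table, and the call of flgD at pH 5.7/pH 7.0 ended with the series matrix values.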

### Hydrogenases co-regulated by pH and anaerobiosis

Previous studies of *E. coli *hydrogenases emphasize the differences in environmental response of the different hydrogenase operons [28,29,31,52]. For example Hyd-1 (*hya*) is reported to be up-regulated in acid, but Hyd-2 (*hyb*) is up-regulated in base, under anaerobiosis [28]. Hyd-3 (*hyc*) evolves H_2 _at low pH, whereas Hyd-4 (*hyf*) is active at pH 7.5 [52,83,84]. Another report finds elevation of Hyd-3 and formate dehydrogenase H (Fdh-H) at pH 7.5 [54]. These studies however tested a narrower range of pH than ours, particularly above pH 7. We found a consistent pattern of expression for all five hydrogenase operons (Fig. 5). All hydrogenases showed a high acid/base expression ratio under oxygen limitation, but a low ratio (up-regulated at high pH) in aerobic cultures. The loss of hydrogenase activity in a *hypF *defect eliminated acid resistance of cultures in stationary phase, a finding consistent with the need for hydrogenase expression in an oxygen-limited condition.

It will be of interest to pursue the overall role of hydrogenase activity at low pH versus high pH: Do the hydrogenases generally consume protons, as from formic acid, to reverse acidification; or do they contribute energy gain by splitting hydrogen gas? There is growing evidence for H_2 _as an energy source for *H. pylori *and other pathogens of the digestive tract [85].

### Catabolism and ribosome synthesis are co-regulated by pH and anaerobiosis

A growing number of catabolic enzymes and catabolite transporters are known to be regulated by pH [2,4,86]. Under oxygen limitation, we found additional kinds of catabolism coregulated by pH and oxygen (see Additional file 3). Of particular interest, acid up-regulated the catabolism of sugar derivatives whose fermentation minimized acid production, including sorbitol, glucuronate, and gluconate (Fig. 4).

The large number of catatabolic operons up-regulated by acid in low oxygen was accompanied by dramatic down-regulation of ribosome biosynthesis. The depression of ribosome synthesis may be related to the restricted energy yield of anaerobic metabolism at low external pH, where production of fermentation acids must be limited. Anaerobic growth at low pH may induce a "carbon foraging" strategy similar to that described by Blattner and colleagues [39]. The carbon foraging model states that under conditions where the energy yield of available catabolites is poor, the ribosomal operons are down-regulated and numerous operons for alternative carbon sources are activated. A similar pattern is seen under nitrogen and sulfur starvation [40], where translation and motility are down-regulated, while systems for scavenging nitrogen and sulfur are up-regulated.

The glutamate decarboxylase *gadA *region comprised an anaerobic "pH stress region" of thirteen genes strongly up-regulated by either acid or base compared to pH 7. The *gad *regulon includes the glutamate decarboxylases, *gadA *and *gadBC*, as well as low-pH chaperones *hdeA *and *hdeB *[12,20]. While most studies of *gad *regulation focus on acid, we find that its expression is also up-regulated at high pH, or in LBK medium grown to stationary phase, where pH naturally increases [4,5]. In the present work, at least thirteen ORFs in the *gadA *region showed the same pattern of pH response under anaerobiosis: strong induction in acid compared to pH 7 (ranging from 4-fold to 30-fold increase) with significant response at high pH (2-fold to 8-fold increase). Genes showing pH dependence included the *mdtEF *multidrug resistance locus as well as the outer membrane protein *slp*. Their regulation is known to be mediated by transcription factors GadX-GadW and EvgA-YdeO, as well as by RpoS, H-NS, and cyclic AMP [60,61,74]. The *gad *system enables cells to survive extreme acid [62], but The *gadC *locus is specifically required for cells grown at high pH to survive extreme acid [62]. *Gad *regulon members may also contribute to *E. coli *base resistance, the ability to survive at or above pH 10 [21].

### Multidrug resistance and ion transporters

Under oxygen limitation, acid conditions enhanced expression of many transporters, particularly for metal cations (Table 4). Transport of nickel and iron may be up-regulated in order to acquire nutrients for enzymes needed under acid-anaerobic conditions, such as hydrogenases. On the other hand, silver and copper efflux is up-regulated in order to exclude toxic concentrations of these metals [87]. The solubility and environmental concentrations of these ions is likely to be increased at low pH.

Several proton pumps and cation-proton antiporters up-regulated at high pH showed increased induction at high pH (Figure 5). These included genes encoding the ATPase [2], Na^+^/H^+ ^antiporter *nhaA *[88], and Ca^2+^/H^+ ^antiporter *chaA *(which also functions with sodium). These pumps may enhance uptake or retention of cytoplasmic H^+ ^as pH increases under anaerobiosis, where energetic options are limited. The *nhaB *antiporter [71], however, was down-regulated under anaerobic conditions, and most highly expressed in acid with aeration. NhaB may have a different function from NhaA in pH homeostasis at low pH.

In addition, several multidrug transporters were up-regulated by acid or base, often in association with physiological genes such as *mdtEF *within the *gad *regulon. These drug efflux transporters may have roles in physiology and pH stress resistance that select for their persistence in natural ecosystems [89,90].

### Cross-regulation by other stress factors

An interesting question regarding pH stress is, how much of "pH response" relates directly to pH as opposed to other growth factors, such as stationary phase or starvation-based growth limitation? The doubling rates of our cultures at low pH and high pH were similar, but this represents only one aspect of growth state. Many factors contribute to growth conditions such as stationary phase; for example, both high pH [32] and membrane-permeant acids that depress pH [33-36] are implicated in induction of the RpoS regulon. Starvation for various different nutrients can retard growth by different mechanisms [91] leading to common response patterns such as down-regulated translation and up-regulated scavenging pathways [39,40].

Even at low cell density, moderate acid (pH 6–7) greatly amplifies the uptake of membrane-permeant weak acids such as acetate. In our array analysis, oxygen limitation substantially increased the number of acetate stress genes showing pH-dependent expression (see Additional file 1). Acetate and other permeant acids pass through the bacterial membrane and dissociate in the cytoplasm, causing accumulation of anion and depression of internal pH, inhibiting growth [92]. Growth inhibition by short-chain fatty acids is a significant factor in bacterial colonization of the human colon [93].

## Methods

### Growth conditions

*Escherichia coli *K-12 strain W3110 was obtained originally from Ruth VanBogelen in 1996, and is monitored regularly for RpoS-positive phenotypes including extreme-acid and extreme-base resistance. Bacteria were cultured as for Ref. [2], except that bacteria were grown in closed tubes. Bacteria were cultured in potassium-modified Luria broth (LBK) (10 g/l tryptone, 5 g/l of yeast extract, 7.45 g/l of KCl) buffered with 100 mM homopiperazine-N,N'-bis-2-(ethane-sulfonic acid) (HOMOPIPES) (pK_a _4.55 and 8.12). The pH of the medium was adjusted using KOH to pH 5.7, 7.0, or 8.5. Bacteria were cultured overnight, then diluted 1:1000 into 8.5 ml of buffered medium in an 8.5-ml screw-cap test tube, and incubated at 37°C with slow rotation (8 rpm). Under this condition, oxygen disappears rapidly and anaerobic proteins are highly induced [5,11]. Cultures were grown at 37°C to an optical density (OD_600_) of 0.2. For all cultures, the pH was tested after growth to ensure that the values were maintained at ± 0.2 pH unit of the pH of the original uninoculated medium.

### RNA isolation

Bacterial RNA was stabilized by immediately pouring 8 ml of culture into 16 ml of RNeasy Protect reagent (Qiagen). RNA was isolated as described previously [2] using the RNeasy Kit with on-column DNA digestion (Qiagen), with additional DNA removal using Ambion DNase.

### cDNA preparation and array hybridization

Standard methods were used for cDNA synthesis, fragmentation and end-terminus biotin labeling [2]. Labeled cDNA samples were hybridized to Affymetrix GeneChip *E. coli *Antisense Genome Arrays. Hybridized arrays were stained with streptavidin-phycoerythrin using the Affymetrix Fluidic Station. After staining, arrays were scanned with a GC2500 scanner.

### Expression indices and statistical analysis

Model-based expression analysis was performed on the probe-level data from Affymetrix's DAT files using dChip software [2,41,94]. The model relates target RNA levels to the probe signals by a linear function that weights the significance of all oligo probes for each gene. The data from different arrays were normalized and re-scaled for comparison. Each array was normalized to a baseline array from a pH 7 culture, using local regression on an invariant set of probes [95]. Model-based expression indices were calculated for each gene on each array using only the perfect match probes.

Global relationships among arrays were visualized by performing a principal component analysis [96] on the expression data and plotting arrays in two-dimensional space corresponding to the first two principal components. The gene expression profiles of the arrays were visualized in two-dimensional Euclidian space, by using BRB ArrayTools software v. 3.1 (developed by Richard Simon and Amy Peng Lam).

For each of the three pH conditions, the dataset included five biological replicates (independent with respect to *E. coli *growth, RNA isolation, sample preparation and array hybridization) To test for significant differences in expression between the pH classes, one-way ANOVA was performed on the log_2 _transformed model-based expression indices, on a gene-by-gene basis, at a significance level of 0.001 [2,42]. For all genes in our data set, the median within-group variance was 0.031. Assuming a gene with average within-group variability, our sample size (five replicates for each of three conditions, 7,231 genes and intergenic regions per array) provided statistical power of 98 % to detect a 2-fold difference in gene expression among pH groups. For each gene that displayed significant differences in expression among the classes, pair-wise comparisons of pH classes were determined using Tukey's multiple comparisons procedure to control the family-wise error rate for the T test [2].

To explore categories of differential gene expression, the gene expression profiles of the arrays were visualized in two-dimensional Euclidian space, using BRB ArrayTools software. Categories of differential expression profiles across the pH classes were generated by a hierarchical cluster analysis of differentially expressed genes, based on the average linkage method [97].

### Real-time quantitative RT-PCR

Expression of mRNA for individual genes was quantified by real-time PCR using an ABI Prism7500 DNA analyzer (Applied Biosystems). Primer Express Software v2.0 (Applied Biosystems) was used for primer design. The primers chosen had minimal GC content and amplified 50–70 bp segments of the target genes. The SYBR Green PCR One-Step RT-PCR protocol (Applied Biosystems) was used, in which cDNA reverse transcription and PCR amplification occur in the same well. Nucleic acid concentrations were: 0.1 nM forward primer, 0.1 nM reverse primer, and 50 ng target RNA. PCR cycling conditions were: reverse transcription at 48°C for 30 min, 95°C for 10 min, 40 cycles of denaturation at 92°C for 15 s, and extension at 60°C for 1 min. For detection of primer dimerization or other artifacts of amplification, a dissociation curve was run immediately after completion of the real-time PCR. Individual gene expression profiles were normalized based on measurement of the original RNA sample amplified. All expression levels are presented relative to the expression at pH 7.0 in aerated cultures.

### Strain construction and extreme acid resistance

Strain construction was performed by phage P1 transduction [98]. Mutant alleles containing a kanamycin resistance insertion (Km^R^) were transduced into an isolate of strain W3110 exhibiting strong acid resistance (stationary-phase survival at pH 2). *E. coli *strains were tested for acid resistance by exposure of stationary-phase cultures at pH 2.0 [98]. Cultures were grown from a colony inoculated in LBK medium buffered with HOMOPIPES at pH 5 and incubated overnight at 37°C for 16 h. The overnight cultures were diluted 200-fold in LBK adjusted to pH 2, and incubated 2 h at 37°C. Serial dilutions were plated on LBK, and compared to plated dilutions of the original culture in medium at pH 7. Six plates from six independent cultures were obtained for each condition. Error values represent the standard error of the mean (SEM, n = 6).

### Culture acidification

*E.coli *strain W3110 was grown to stationary phase in closed tubes without headspace, containing half-strength LBK medium supplemented with one of the following carbon sources at 20 mM: glucose, sorbitol, potassium gluconate, or potassium glucuronate. Media were buffered with 5 mM HOMOPIPES, adjusted with KOH to pH 5.0 or pH 8.5. Overnight culture was diluted 500-fold into 8.5 ml of buffered medium in tubes without headspace, and rotated slowly at 37°C for 24 hours. The sorbitol-supplemented cultures were rotated for 48 hours due to their slow growth rate. After growth, the pH was measured. Change in pH was converted to net acid equivalents produced or consumed, based on a standard curve of HCl or KOH added to the original buffered medium.

### Hydrogenase assay

Hydrogenase activity was observed by the methylviologen assay, based on the method of [99]. Stationary-phase cultures in LBK medium were washed and resuspended in 5 mM K_2_HPO_4 _pH 7, 5 mM cysteine, 10 mM benzylviologen, and sealed under hydrogen gas. Purple color change was measured to indicate wild-type hydrogenase activity.

## Authors' contributions

ETH designed the microarray analysis, conducted the experiments and analyzed results, and wrote the first draft manuscript, in consultation with JLS. JCW contributed experiments, produced figures, and helped draft the manuscript. PS constructed and tested the hydrogenase mutant. EY and DPT contributed experiments. MDR and BDJ conducted statistical analysis. SSB supervised the array hybridizations. JLS finalized the analysis and completed the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional File 1 Supplementary Table 1. Expression indices and expression ratios for pH-dependent genes. Click here for file

Additional File 2 Supplementary Table 2. Expression indices and expression ratios for intergenic regions. Click here for file

Additional File 3 Expression ratios for catabolism and respiration showing anaerobic pH dependence. Click here for file

## Figures and Tables

**Figure 1:**
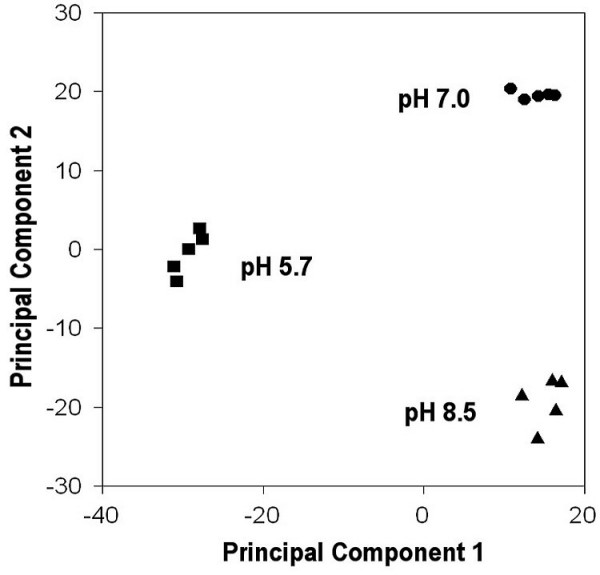
**Principal components analysis**. The gene expression profiles of the arrays were visualized in two-dimensional Euclidian space, by using BRB ArrayTools software. The horizontal axis represents the first principal component of variation, that is, a projection of the array data representing the maximal variance among them. The vertical axis represents the second principal component of variation. The pH 5.7, squares; pH 7.0, circles; pH 8.5, triangles.

**Figure 2:**
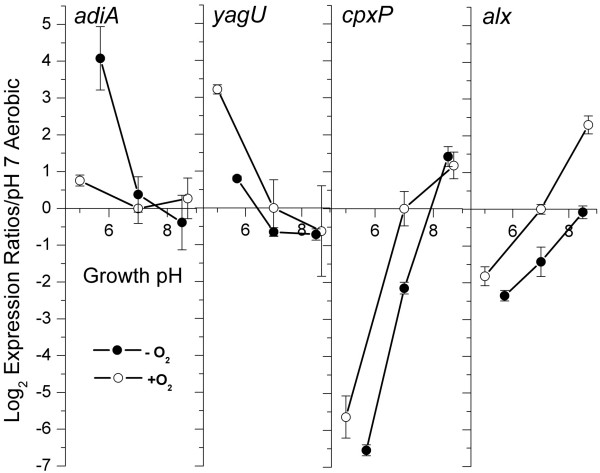
**Real-time PCR expression ratios of selected genes**. Bacteria were cultured in acid or base, or at pH 7.0, with aeration (○) or under oxygen limitation (●) (see Methods). For each gene, expression levels are shown for amplified message in acid or base, relative to the level at pH 7 with aeration.

**Figure 3:**
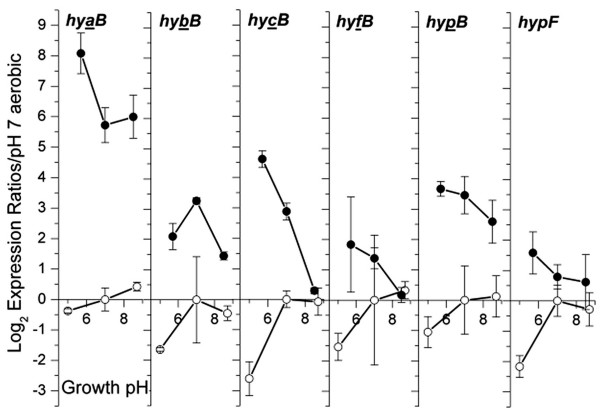
**Hydrogenase genes: Real-time PCR expression ratios (aerobic and oxygen-limited)**. Expression levels were determined as for Fig. 2.

**Figure 4:**
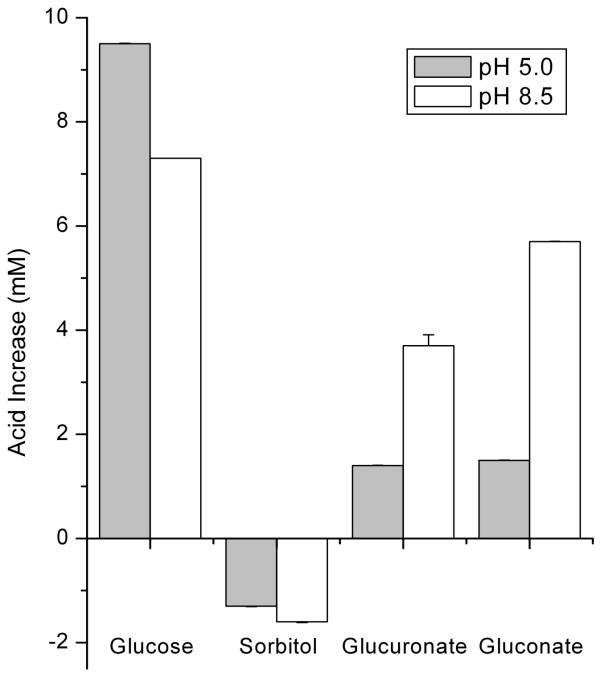
**Acid production during supplementation with different carbon sources**. The net acid produced or consumed by each culture was determined as described (see Methods).

**Figure 5:**
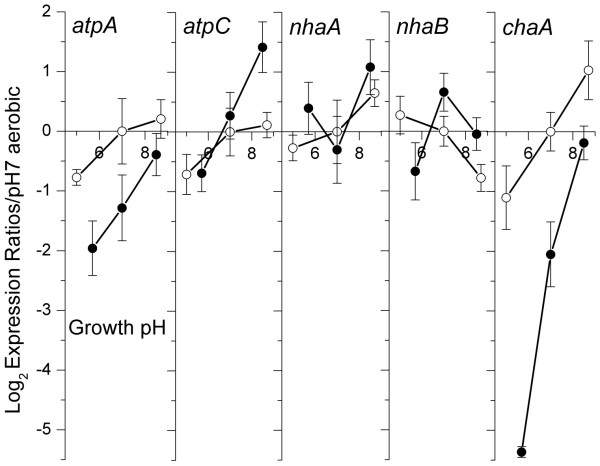
**Multiple-drug and ion transporters: Real-time PCR expression ratios (aerobic and oxygen-limited)**. Expression levels were determined as for Fig. 2.

**Table 1:** Acid/base expression ratios under oxygen limitation (4-fold or higher)

**Acid up-regulated: log_2 _ratio**						**Base up-regulated: log_2 _ratio**					
**pH 5.7/7.0**		**pH 7.0/8.5**		**pH 5.7/8.5**		**pH 5.7/7.0**		**pH 7.0/8.5**		**pH 5.7/8.5**	

*gadA*	**4.89**	*tdcB*^2^	**3.17**	*hycA*	**4.75**	*ompF*^2^	**-3.71**	*gadA*	**-3.46**	*cpxP*^2^	**-4.32**
*aidB*	**4.56**	*srlA*^1^	**3.16**	*adiC*	**4.52**	*proV*^2^	**-2.77**	*cpxP*^2^	**-3.29**	*b3913*	**-4.07**
*yhiM*	**4.55**	*tdcD*	**3.15**	*hycE*	**3.70**	*yfdI*^1^	**-2.72**	*b3913*^2^	**-3.14**	*sdhC*^1^	**-3.36**
*adiC*	**4.10**	*srlB*^1^	**3.06**	*adiA*	**3.67**	*borD*^2^	**-2.71**	*bdm*	**-2.98**	*mutL*^2^	**-3.17**
*sufB*	**3.84**	*cadB*	**3.02**	*citE*	**3.60**	*sdaC*^2^	**-2.57**	*rmf*^2^	**-2.57**	*proV*^2^	**-3.11**
*gadC*	**3.73**	*mdtJ*^1^	**2.91**	*yagU*^1^	**3.60**	*sdhD*^1^	**-2.47**	*gadB*	**-2.50**	*borD*^2^	**-2.94**
*adiA*	**3.67**	*srlD*^1^	**2.87**	*citD*	**3.49**	*nmpC*^2^	**-2.40**	*gadC*	**-2.44**	*yfdI*^1^	**-2.66**
*sufC*	**3.61**	*srlE*^1^	**2.86**	*hydN*	**3.41**	*b2974*	**-2.28**	*gadE*	**-2.23**	*yccA*^2^	**-2.64**
*slp*	**3.47**	*lacA*	**2.53**	*yeiA*	**3.38**	*pppA*^2^	**-2.10**	*rcsA*^1^	**-2.23**	*ymgB*	**-2.62**
*cbpM*	**3.45**	*tdcC*	**2.50**	*gatD*^1^	**3.29**			*ymgB*	**-2.19**	*ymgD*	**-2.49**
*gadB*	**3.21**	*gatD*^1^	**2.45**	*gatC*^1^	**3.12**			*ycfS*^2^	**-2.17**	*rcsA*^1^	**-2.43**
*narH*	**3.20**	*fimA*^1^	**2.38**	*yeiT*	**3.12**			*yjbJ*	**-2.16**	*ycfS*^2^	**-2.42**
*cbpA*	**3.19**	*hycA*	**2.30**	*cadB*	**3.08**			*osmB*^2^	**-2.12**	*dctA*	**-2.41**
*gadE*	**3.19**	*cadA*^1^	**2.28**	*adiY*	**3.06**			*glpD*	**-2.05**	*tgt*^2^	**-2.39**
*mdtE*	**3.17**	*fimC*^1^	**2.18**	*cadA*^1^	**3.06**			*katE*	**-2.01**	*yeaC*^1^	**-2.35**
*narG*	**3.12**	*ykgA*^1^	**2.09**	*mdtJ*^1^	**3.02**			*mutL*^2^	**-1.99**	*yebE*^2^	**-2.31**
*yegP*	**3.07**	*argO*^1^	**2.08**	*aidB*	**3.01**					*htpX*^2^	**-2.27**
*ybaS*	**2.88**	*tdcF*	**2.05**	*yhiM*	**2.89**					*malM*	**-2.24**
*cfa*^1^	**2.83**	*nrfB*	**2.05**	*appC*	**2.88**					*mltD*	**-2.22**
*hyaF*	**2.82**	*ompF*^2^	**2.04**	*appB*	**2.75**					*oppB*^1^	**-2.19**
*ygeW*	**2.82**	*yagU*^1^	**2.03**	*ygeW*	**2.73**					*aceA*	**-2.15**
*gadW*	**2.70**	*gatC*^1^	**2.03**	*ykgA*^1^	**2.68**					*bdm*	**-2.14**
*citE*	**2.69**			*nrfB*	**2.62**					*b1172*	**-2.07**
*gadX*	**2.66**			*hyaF*	**2.58**					*fdoG*^1^	**-2.04**
*citD*	**2.65**			*yccD*	**2.55**					*ompT*^1^	**-2.03**
*ybeL*	**2.65**			*gatA*^1^	**2.46**						
*fbaB*	**2.62**			*hycD*	**2.45**						
*dctR*	**2.60**			*gatB*^1^	**2.37**						
*mdtF*	**2.58**			*appY*	**2.33**						
*narJ*	**2.58**			*appA*	**2.32**						
*sufA*	**2.55**			*gatR*	**2.32**						
*yccJ*	**2.54**			*nemA*^1^	**2.31**						
*ybaT*	**2.49**			*yjdK*	**2.31**						
*dps*^1^	**2.47**			*cfa*	**2.27**						
*hyaD*	**2.47**			*hyaD*	**2.27**						
*hycA*	**2.45**			*hyaA*	**2.26**						
*appB*	**2.44**			*cbpA*	**2.23**						
*appC*	**2.44**			*uspD*^1^	**2.23**						
*yjbJ*	**2.42**			*lysC*^1^	**2.20**						
*hyaC*	**2.41**			*hycF*	**2.19**						
*flgD*^1^	**2.40**			*gatZ*	**2.16**						
*wrbA*	**2.39**			*hyaC*	**2.16**						
*adiY*	**2.37**			*hyaB*	**2.14**						
*hyaE*	**2.36**			*hycB*	**2.11**						
*yhcO*	**2.36**			*nrfA*	**2.06**						
*sufD*	**2.35**			*srlD*^1^	**2.06**						
*hyaA*	**2.33**			*hyaE*	**2.02**						
*hyaB*	**2.32**			*yiiS*^1^	**2.02**						
*uspB*	**2.32**										
*yeiA*	**2.32**										
*hdeD*	**2.30**										
*yjbQ*^1^	**2.30**										
*yeiT*	**2.28**										
*ivy*	**2.26**										
*yhiD*	**2.26**										
*yjjU*^1^	**2.26**										
*appA*	**2.24**										
*yebV*	**2.24**										
*ybhE*	**2.20**										
*psiF*^2^	**2.19**										
*sra*^1^	**2.13**										
*hycE*	**2.10**										
*yqjE*	**2.08**										
*yehE*	**2.06**										
*ydiH*^1^	**2.03**										
*yqjD*^2^	**2.03**										
*yjdI*	**2.02**										
*hydN*	**2.01**										
*yeaQ*^1^	**2.01**										

^1^Acid-induced with aeration [2]

^2^Base-induced with aeration [2]

**Table 2:** Core pH-dependent genes (both aerobic and oxygen-limited)^1^

**Acid up-regulated**			**Base up-regulated**		
*acnA*	*gatZ*	*rcsF*	*acfD*	*katG*	*tsx*
*apaG*	*gcd*	*rob*	*acrA*	*lamB*	*ubiB*
*argO*	*gdhA*	*rpoE*	*acrR*	*maa*	*uxuA*
*aspC*	*gloA*	*rseA*	*alx*	*malE*	*yahA*
*azoR*	*gnd*	*skp*	*artQ*	*malF*	*yahA*
*b1052*	*groS*	*sodB*	*atpA*	*malG*	*yajC*
*cadA*	*grxB*	*srlA*	*atpC*	*malK*	*ybjK*
*cdd*	*hdeA*	*srlB*	*atpF*	*malM*	*yccA*
*cfa*	*hdeB*	*srlD*	*atpH*	*malP*	*yceI*
*clpB*	*hsdR*	*srlE*	*b1172*	*malQ*	*ycfS*
*crcB*	*hybG*	*srlR*	*b3913*	*malT*	*yciC*
*cyaA*	*idi*	*tas*	*bdm*	*mdoD*	*ydcV*
*dadA*	*kdsA*	*tehB*	*borD*	*mltD*	*ydeH*
*dapB*	*kefB*	*tpiA*	*cpxA*	*mppA*	*yebE*
*deoA*	*lysA*	*uspD*	*cpxP*	*mutL*	*yeeI*
*deoB*	*lysC*	*wrbA*	*cpxR*	*nmpC*	*ygaH*
*deoC*	*lysU*	*yagU*	*cvpA*	*nrdD*	*ygaZ*
*deoD*	*mazG*	*yafE*	*dedA*	*nrdG*	*yghG*
*dhaK*	*mcrB*	*ybaK*	*dnaX*	*ompF*	*yghJ*
*dhaL*	*mdaB*	*ybhB*	*dsbA*	*ompT*	*ygiB*
*dhaM*	*mdtI*	*ybjN*	*fadL*	*osmB*	*ygiC*
*dpiA*	*mdtJ*	*ycfP*	*folP*	*pheA*	*yjdM*
*dps*	*menB*	*ychH*	*ftnB*	*pitA*	*yjfO*
*edd*	*menF*	*ydhM*	*fucR*	*pntA*	*yjhC*
*fbp*	*metK*	*ydiH*	*gcvT*	*potD*	*yjhR*
*fimA*	*metN*	*ydiZ*	*glk*	*ppiA*	*ymgD*
*fimI*	*mrp*	*yeaQ*	*glpF*	*pppA*	*ynfD*
*flgB*	*murI*	*yeiA*	*glpX*	*proV*	
*flgC*	*nadC*	*yfiD*	*gpmM*	*purA*	
*flgD*	*narG*	*ygdQ*	*hemY*	*purH*	
*flgE*	*narH*	*yggE*	*hflK*	*purM*	
*flgF*	*nemA*	*ygiN*	*hflX*	*rdoA*	
*flgG*	*nhaB*	*ygiS*	*hisB*	*recA*	
*fliA*	*npr*	*yhbJ*	*hisC*	*rnk*	
*fliK*	*nupG*	*yheL*	*hisD*	*sdaA*	
*fliL*	*pan E*	*yheN*	*hisF*	*sdaC*	
*fre*	*pdxH*	*yheO*	*hisG*	*sdiA*	
*galP*	*pdxK*	*yhhX*	*hisH*	*slt*	
*gapC*	*pdxY*	*yieE*	*hisI*	*spy*	
*gatA*	*pfkB*	*yieF*	*hisJ_*	*sulA*	
*gatB*	*pgi*	*yieP*	*htpX*	*tatA*	
*gatC*	*pps*	*yiiS*	*ilvG*	*tgt*	
*gatD*	*rbsA*	*yjjU*	*ilvN*	*tnaB*	
*gatR*	*rbsC*	*ykgA*	*insH*	*treB*	
*gatY*	*rbsD*	*yqhD*	*ivbL*	*treC*	

**Acid up-regulated (anaerobic)** **Base up-regulated (aerobic)**			**Base up-regulated (anaerobic)** **Acid up-regulated (aerobic)**		

*cydA*	*nhaA*	*ybjH*	*aceE*	*hslJ*	*rfbC*
*cydB*	*pyrB*	*ydcH*	*aceF*	*icd*	*rfe*
*dsdX*	*rbsB*	*yehU*	*aceK*	*lgt*	*ribA*
*fdhF*	*tdcA*	*ygeW*	*add*	*lpxD*	*rplI*
*glgS*	*tdcB*	*yhaN*	*argZ*	*lysP*	*sdhA*
*hupA*	*tdcC*	*yjeJ*	*aspA*	*mltC*	*sdhB*
*lsrK*	*tdcD*	*yjgB*	*b0725*	*nfsA*	*sdhC*
*manX*	*torR*	*yjiY*	*cyoA*	*ndk*	*sdhD*
*manY*	*udp*	*yodD*	*cyoB*	*nuoA*	*sucA*
*manZ*	*uspF*	*yohK*	*cyoC*	*nuoB*	*sucB*
*narI*	*ybaT*	*yqjD*	*cyoD*	*nuoC*	*sucC*
			*dnaJ*	*nuoE*	*sucD*
			*dnaK*	*nuoF*	*thrC*
			*fdoG*	*nuoG*	*tpx*
			*fdoH*	*nuoH*	*wbbI*
			*fimG*	*nuoI*	*yeaC*
			*galF*	*nuoK*	*yebK*
			*gltA*	*nuoL*	*yeiU*
			*gpmA*	*oppC*	*yfdI*
			*groL*	*oppD*	*yffB*
			*guaB*	*oppF*	*yihG*
			*hha*	*purU*	*ylaC*
			*hsdS*	*rcsA*	*yqeG*

^1^Genes were selected as "core pH-dependent" based on their significant differences in expression between acid and base growth conditions, both under oxygen limitation (this report) and under aeration [2].

**Table 3:** *gad *regulon components showing pH dependence under oxygen limitation.

**Gene**	**Function**	**Log_2 _Expression ratio**		
		**pH 5.7/pH 7.0**	**pH 7.0/pH 8.5**	**pH 5.7/pH 8.5**

**GadA region: 3650–3666 kb**				
*slp*	Outer membrane protein induced after carbon starvation	**3.47**	**-1.82**	**1.64**
*dctR*	Probable repressor of dctA dicarboxylate transporter gene	**2.60**	**-1.00**	**1.59**
*yhiD*	integral membrane protein related to MgtC.	**2.26**	**-1.04**	**1.21**
*hdeB*	Periplasmic chaperone of acid-denatured proteins	**0.79**	**-0.55**	
*hdeA*	Periplasmic chaperone of acid-denatured proteins	**0.74**	**-0.50**	
*hdeD*	Putative membrane transporter, H-NS repressed	**2.30**	**-1.26**	**1.03**
*gadE*	Required for stationary phase-induced, pH 5.5 growth medium-induced, and EvgA-induced acid resistance	**3.19**	**-2.23**	**0.95**
*mdtE*	MdtEF-TolC multidrug resistance efflux RND-type transporter; overexpression resistance to erythromycin, deoxycholate, octane and rhodamine	**3.17**	**-1.59**	**1.58**
*mdtF*	MdtEF-TolC multidrug resistance efflux RND-type transporter; overexpression resistance to erythromycin, deoxycholate, octane and rhodamine	**2.58**	**-0.98**	**1.60**
*gadW*	Positive AraC-type regulator of gadA and gadBC, in absence of gadX; repressor of gadX	**2.70**	**-1.17**	**1.53**
*gadY*	sRNA regulates *gadX *and *gadY*	**3.17**	**-1.38**	**1.80**
*gadX*	Positive transcriptional regulator of gadA and gadBC; repressed by HNS and GadW; stimulated by RpoS	**2.66**	**-1.47**	**1.19**
*gadA*	Glutamate decarboxylase isozyme	**4.89**	**-3.46**	**1.43**
**GadB operon: 1567–1570 kb**				
*gadB*	Glutamate decarboxylase isozyme	**3.21**	**-2.50**	
*gadC*	Glutamate transporter	**3.73**	**-2.44**	**1.29**

**Table 4:** Drug resistance, cytoskeletal and ion transport proteins showing pH dependence under oxygen limitation

**Gene**	**Function**	**Log_2_pH ratio **		
**Acid up-regulated**		**pH 5.7/pH 7.0 **	**pH 7.0/pH 8.5 **	**pH 5.7/pH 8.5 **

*chaB*	Regulator of Na^+^-Ca^+^/H^+ ^antiporter	**0.80**		
*chaC*	Regulator of Na^+^-Ca^+^/H^+ ^antiporter	**0.60**	**-0.38**	
*copA*	Copper-, silver-translocating P-type ATPase	**0.86**	**-0.56**	
*cueR*	Activator of copper-responsive regulon genes cueO and copA	**1.31**	**-0.4**	**0.91**
*cusC*	Silver and copper efflux	**0.44**		**0.63**
*feoA*	ferrous iron transport protein A		**0.82**	**1.22**
*feoB*	ferrous iron transport protein B		**0.41**	**0.53**
*marR*^1^	multiple antibiotic resistance protein		**0.31**	
*mdtE*	MdtEF-TolC multidrug resistance efflux transporter	**3.17**	**-1.59**	**1.58**
*mdtF*	MdtEF-TolC multidrug resistance efflux	**2.58**	**-0.98**	**1.60**
*mdtG*^1^	Multidrug resistance efflux transporter	**0.16**		**0.25**
*mdtI*^1^	multidrug transport protein		**1.16**	**1.16**
*mdtJ*^1^	multidrug transport protein		**2.91**	**3.02**
*mdtL*	Multidrug resistance efflux protein			**0.57**
*mgtA*	Mg2^+ ^transport	**0.48**		**0.63**
*nhaA*	Na^+^/H^+ ^antiporter	**1.93**	**-0.93**	**1.00**
*nhaB*^1^	Na^+^/H^+ ^antiporter		**0.41**	**0.37**
*nikA*	periplasmic binding protein for nickel	**0.7**		**0.84**
*nikB*	nickel transport	**0.50**		**0.56**
*nikC*	nickel transport	**0.70**		**0.86**
*nikD*	ATP-binding protein of nickel transport system	**0.60**		**0.74**
*nikE*	ATP-binding protein of nickel transport system	**0.45**		**0.49**
*prc*	carboxy-terminal protease for penicillin-binding protein 3	**0.32**		**0.37**
				

**Base up-regulated**				

*acrA*	acridine efflux pump	**-0.34**	**-0.35**	**-0.69**
*acrB*	acridine efflux pump			**-0.42**
*acrR*^2^	acrAB operon repressor	**-0.93**		**-1.22**
*alx*^2^	Putative metal transporter, homolog of *terC *(tellurium resistance)		**-0.57**	**-0.52**
*ampC*	beta-lactamase; penicillin resistance; penicillin-binding protein	**-0.24**		**-0.12**
*atpA*^2^	ATP synthase, F1 alpha-subunit			**-0.66**
*atpC*^2^	ATP synthase, F1 epsilon-subunit			**-0.66**
*atpD*^2^	ATP synthase, F1 beta-subunit	**-0.35**	**-0.36**	**-0.71**
*atpF*^2^	ATP synthase, F0 subunit b		**-0.46**	**-0.51**
*atpG*^2^	ATP synthase, F1 gamma-subunit			**-0.66**
*atpH*^2^	ATP synthase, F1 delta-subunit		**-0.42**	**-0.58**
*atpI*^2^	ATP synthase subunit			**-0.53**
*chaA*	Na^+^-Ca^+^/H^+ ^antiporter		**-0.86**	**-1.1**
*corA*	Mg2^+ ^transport, system I	**0.10**		**-0.39**
*cutA*	divalent cation tolerance protein	**-0.27**		**-0.3**
*dacA*	D-alanyl-D-alanine carboxypeptidase, fraction A; penicillin-binding protein 5	**-0.58**		**-0.65**
*dacC*	D-alanyl-D-alanine carboxypeptidase; penicillin-binding protein 6	**0.87**	**-1.16**	
*dacD*	penicillin binding protein 6b	**-1.22**		**-0.90**
*emrA*^1^	multidrug resistance secretion protein	**-0.64**		**-0.11**
*mepA*^1^	murein DD-endopeptidase, penicillin-insensitive	**-0.68**		**-0.19**
*mreB*^2^	regulator of ftsI, penicillin binding protein 3, septation function	**-0.53**		**-0.44**
*mreC*	rod shape-determining protein	**-0.29**		**-0.39**
*napF*	Fe-S ferredoxin-type protein	**-0.59**		**-0.14**
*napG*	ferredoxin-type protein	**-0.39**		**-0.20**
*napH*	ferredoxin-type protein	**-0.37**		**-0.20**

^1^Acid up-regulated with aeration [2]

^2^Base up-regulated with aeration [2]

# Supplementary material for: Oxygen limitation modulates pH regulation of catabolism and hydrogenases, multidrug transporters, and envelope composition in Escherichia coli K-12
**Source:** BMC Microbiol. 2006 Oct 6;6:89. doi: 10.1186/1471-2180-6-89
**Supplement:** Additional File 3 — Expression ratios for catabolism and respiration showing anaerobic pH dependence.

1Acid up-regulated with aeration [2]

2Base up-regulated with aeration [2]

How the deposited data were processed for this re-analysis (not part of the article)

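RNA from 15 cultures of E. coli K-12 W3110, 5 at each of 3 pH values, was read on 15 Affymetrix E. coli Antisense Genome Arrays. Each culture was read on 1 array. The cultures grew in closed tubes with limited oxygen, in potassium-modified Luria broth buffered with HOMOPIPES. The buffer is given as 100 mM in the paper and as 50 mM in the sample labels.

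The log2 values are model-based expression indices that the authors computed with dChip from the perfect match probes, after normalizing each array to 1 array of a pH 7.0 culture by local regression on an invariant set of probes. They were used as deposited, with no further normalization. A further table of log2 indices from the authors holds the same 15 arrays together with 15 arrays of aerated cultures, and its columns for the 15 arrays were used as an alternative (the joint table). The aerated arrays were not used here. The intensity values are Affymetrix signals on a linear scale that the authors made with GCOS and deposited in the series matrix, where each array has been scaled to a trimmed mean near a common target. They were used as another alternative after adding 16 and taking log2. The median signal of an array lay between 286 and 347 before this step.

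The first table holds 7277 probe sets. The 22 Affymetrix controls were left out, which leaves 4369 probe sets for genes and 2886 for intergenic regions. A probe set was assigned to a gene by the b number in its own name. In 152 probe sets the gene column of the table names another b number. For these, levels in the table and in the series matrix correlate with r = 0.874 across probe sets when matched by the probe set name, and with r = 0.316 when matched by the gene column. Where a gene has more than 1 probe set, the one with the highest mean stands for it. A value of 0 occurs 137 times in the table and was kept.

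Ratios were computed with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on all 15 arrays and pH as the factor. The p-values of each ratio were adjusted by the Benjamini-Hochberg method over 7255 probe sets. A probe set is called where the adjusted p is under 0.001, a level that the authors' methods give without naming an adjustment over genes. A difference among the 3 pH values was tested with the moderated F of limma at the same level. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

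Genes were grouped in 59 lists of complete operons or functions, with 613 members. The lists, the tests, the thresholds, the rule for named genes and the alternatives, except the blocks, the batches and the omission of day 4 on the series matrix values, were written before the data were examined. Many lists hold groups that the paper names from these arrays, so that those lists were not blind to its results. A list was also tested with camera at a preset correlation of 0.01, with adjustment over 177 pairs of a list and a ratio, and again with a correlation estimated from the data. The number of members called when adjusted over the list alone comes from a Benjamini-Hochberg step over the members of that list.

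Genes are named by a rule with 3 parts. The first takes every gene or intergenic region that the Results name for an array measurement under oxygen limitation, and the members of Tables 3 and 4. The next takes, for each ratio, the 10 highest and 10 lowest genes among those called whose arrays do not overlap between the groups. The last takes, in each list, the 2 called members with the largest log2 pH 5.7/pH 8.5 in size. The values in the paper's tables had been seen when the rule was written. The rule gave 264 genes and regions, 199 by the paper, 50 by rank and 107 by list. Other genes are named where a text says that they were chosen after their values were seen.

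The pH share of the variance was tested over all 126126 splits of the arrays into 3 groups of 5. Operons with at least 4 members were set against 10000 draws of random genes with like expression. The number of probe sets raised at both ends was set against independent lists, 100 simulated sets of unchanged arrays and splits of the pH 7.0 arrays between the 2 ratios. For the 4 intergenic regions with small RNAs an exact permutation test on 5 against 5 arrays was added.

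With 5 arrays a group, the number of arrays and the spread between them set the precision. The procedure was tested on simulated data with 50 changed probe sets at each of 4 sizes: 50% were called at a log2 change of 0.5, 90% at 1, 98% at 2 and 100% at 3, and 0 of 7055 unchanged ones were called by limma. The simulated noise was independent between probe sets and arrays, with no effect of an array or a day. Far fewer probe sets changed than were called in the data, so that these rates need not hold there.

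The alternatives were the series matrix values, the joint table, quantile normalization, median centring, leaving out the dimmest 25% of probe sets, adding 16 to the linear index, limma with an intensity-dependent prior, array weights, only the 2 groups compared, leaving out each array in turn, an adjusted p of 0.05, a 2-fold threshold in addition, probe sets scaled to unit SD for the share of the variance, and the methods' one-way analysis of variance with Tukey's correction. Replicate number as a block (the replicate block) and batches from the arrays' instrument records were tried on the series matrix values alone, because the columns of the dChip table carry no numbers. With the replicate block, 1285, 778 and 1293 probe sets were called for the 3 ratios, against 1444, 937 and 1454 with the same values and no block. Arrays of equal number in different groups had correlations between -0.12 and 0.26 after removal of the group means, and 6 of 15 arrays correlated best with their own number. The groups share no culture, so the arrays were not paired.

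By the records, the pH 5.7 arrays were hybridized on day 1, the pH 7.0 arrays on day 2 and the pH 8.5 arrays on days 3 and 4. Real-time PCR, hydrogenase assays, survival tests and cultures with aeration were not analysed here.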

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

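The tests of another pH, of the day, of the growth rate, of the shared pH 7.0 arrays and of RpoS, and all counts over other splits of the arrays, were chosen only after the results were seen.

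The first array of pH 8.5 in the dChip table lies far from the other 4 of its group, with an SD from them of 0.435 against 0.208 to 0.242. Noise of dim probe sets stays open: among the brightest 25% its SD, 0.362, was 1.68 times the median of the others, but that ratio fell to 1.40 at its lowest. A wrong label on a culture of pH 5.7 or pH 7.0 is argued against: the array's distance to its own group was 0.738 of its distance to the nearest other group, pH 7.0, and 0.773 at most with 1 more array left out. On a line from the pH 7.0 mean (0) to the mean of the other 4 (1) it scored 0.84, and the other 4 scored 0.844 to 1.1; from pH 5.7 it scored 0.874. In the series matrix the array hybridized alone on its day had an SD of 0.591, against 0.362 to 0.392 for the other 4, and its day, its culture and its array cannot be told apart, because that day holds 1 array. No biological explanation was tested, since the design gives no other difference between cultures of 1 pH.

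Ribosomal protein genes were lower at pH 5.7 than at pH 7.0, 49 of 54 by limma. The growth rate alone is argued against by pH 8.5, where the paper gives growth as slow as at pH 5.7, within its uncertainty, and the median log2 pH 7.0/pH 8.5 of these genes was 0.072 (quartiles -0.000505 and 0.124). The authors' dChip normalization is argued against by the series matrix values, made with GCOS, where the median log2 pH 5.7/pH 7.0 was -1.13. Quantile normalization and median centring were applied to indices already normalized, and the joint table holds further indices of the authors. These are no independent test of the normalization, and gave medians of -0.81 or lower. The fluidics station is argued against by a median of -1.21 with the station as a block, where 44 of 54 were called lower; within station 1, where pH 5.7 has 1 array, the median was -1.27 with 8 called, and within station 2, where pH 7.0 has 1 array, -1.14 with 0 called by limma. The day and the pH cannot be told apart, so an effect of acid on these genes stays a hypothesis. With the day as a random block 25 were called lower. That block was estimated only from the 1 pH 8.5 array of day 4, so the count does not part the day from the pH.

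More probe sets were higher at both pH 5.7 and pH 8.5 than at pH 7.0 than independent lists would share, 213 against 51.4. The excess was alike in the other direction, with 196 lower at both ends against 51.7. With the pH 7.0 arrays split between the 2 ratios, 93 to 114 were lower at both, against a median of 18.7 for independent lists. The shared pH 7.0 arrays are argued against as the whole cause, since with those arrays split between the 2 ratios in 20 ways the overlap was still 3.60 to 6.35 times that of independent lists. A candidate explanation is the general stress response governed by RpoS: 13 of 26 genes of its list, such as dacC and, chosen after their values were seen, katE and otsB, were higher at both ends, against 115 of 4329 other genes (50% and 2.66%; one-sided exact test, p = 4.98e-14, with 14 genes of the gadA region and gadBC left out). The exact test takes genes as independent, but the members of this list were chosen for a shared regulator and read from the same arrays. Its p therefore overstates the support. With an estimated correlation between genes, camera's adjusted p for this list was 0.12 for pH 5.7/pH 7.0 and 0.12 for pH 7.0/pH 8.5, not past. Neighbouring genes are not independent either, and most genes higher at both ends lie outside this list. The RpoS list was set only against the genes higher at both ends, and the excess of probe sets lower at both ends is left without a tested explanation. All pH 7.0 arrays share day 2, so that an effect of that day stays open for both directions.

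For each of 6 results, 1 of 100 splits of the arrays into groups, the real one, gave a value as large. Other splits mix arrays of different pH. This puts the pH difference into the spread within groups and lowers the limma counts by construction. The 6 results also come from the same arrays and are not independent. Only the rank of the real split can therefore be read from this comparison, and chance assignment is not excluded by the size of the counts. The numbers of probe sets changed were 1627, 926 and 1588 for pH 5.7/pH 7.0, pH 7.0/pH 8.5 and pH 5.7/pH 8.5, 2202 differed among the 3 pH values and 213 were higher at both ends, where the highest of the other splits gave 0 for each with limma. For lists with the preset correlation the real value was 84 and the highest other 74, so that other splits reach nearly as many, and camera with an estimated correlation passed 0 lists (60 at an unadjusted p under 0.05). These splits do not part the day from the pH.

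Arrays were compared within each group of 5 by the gap of the lowest or highest to its nearest neighbour over the range of the group, where chance sets about 1 in 20 groups apart. Of 21 array measures 5 were apart, at correlation 0.780, SD 0.747 and second principal component 0.901 for pH 7.0 array 3, and at correlation 0.885 and SD 0.848 for pH 8.5 array 1, numbered by the order of columns.

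Single genes and regions were compared in the same way for 174, which are those that the text names singly and some others of the rule. Of 522 pairs of a gene or region and a group, 22 were apart (4.21%), near the share that chance gives. At pH 5.7 these were sucB, array 1 (0.889), corA, array 3 (0.712), katE, array 5 (0.720), oppD, array 5 (0.744) and sdhD, array 5 (0.833). At pH 7.0 these were edd, array 2 (0.740), gadW, array 2 (0.748), adiA, array 3 (0.731), ompF, array 3 (0.742), mreB, array 4 (0.890), appC, array 5 (0.864), atpD, array 5 (0.786), atpH, array 5 (0.770), nuoL, array 5 (0.751), srlA, array 5 (0.832) and srlD, array 5 (0.861). At pH 8.5 these were atpH, array 1 (0.728), yfdI, array 1 (0.728), cadB, array 1 (0.731), cadC, array 1 (0.745), citD, array 1 (0.737) and artJ, array 4 (0.806).

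The paper's text was taken not to discuss 8 of the gene lists. Among these, some had 50% or more of their members called in 1 direction and none in the other. The paper's tables do hold such genes. Table 1 has sufA, sufB, sufC, sufD, citD and citE, and Table 2 has his genes such as hisC and hisD as raised by base. The 6 Suf genes for iron-sulfur cluster assembly had 6 higher at pH 5.7 than at pH 7.0, 4 lower at pH 7.0 than at pH 8.5 and 6 higher at pH 5.7 than at pH 8.5. Of 7 Isc genes 4 were lower at pH 5.7 and 5 lower at pH 8.5 than at pH 7.0. Of 8 histidine genes 8 were lower at pH 7.0 and 7 lower at pH 5.7 than at pH 8.5. Of 6 citrate lyase genes 4 were higher at pH 5.7 than at pH 7.0 and 4 than at pH 8.5.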

How the results depend on the processing

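All settings that use blocks, stations, modules or days, and the setting with no array of day 4, were chosen only after the data were seen. The replicate block and the record batches had been planned for the dChip table. They could not be run there because its columns carry no numbers, and were run on the series matrix values. The day as a random block was estimated only from the 1 pH 8.5 array of day 4 against the others of its group. It does not show what a day effect between pH values would leave. The cause was not tested for any of the changes below, apart from what a setting does by its construction. The methods' test and the thresholds on single probe sets give no value for the test of lists, and leaving out the dimmest 25% of probe sets drops the genes in it. The number of arrays limits the precision. Signal over background may limit dim probe sets, which varied more: in a comparison made after the values were seen, the median SD within groups was 0.181 in the dimmest 25% and 0.133 to 0.145 in the 3 brighter parts of the same size, and 15.8% against 22.5 to 55.6% had a called ratio. Within station 1 pH 5.7 has 1 array, and within station 2 pH 7.0 has 1 and pH 8.5 none, so that the lone array is assumed to vary like the other groups.

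Leaving out each array in turn gave 1382 to 1816 probe sets called for pH 5.7/pH 7.0, 796 to 1060 for pH 7.0/pH 8.5, 1349 to 1702 for pH 5.7/pH 8.5 and 1926 to 2446 for any difference, with 176 to 239 higher and 165 to 236 lower at both ends, 81 to 87 lists, 766 to 843 list members and 473 to 511 named calls, a pH share of the variance of 73.9 to 80.1% and a median SD within operons of 0.361 to 0.387. Without the dimmest 25%, 5 of the calls in regions with small RNAs were left of 9. Array weights gave 353 probe sets higher and 309 lower at both ends, against 213 and 196. An adjusted p of 0.05 gave 3077, 2319 and 3209 called, 4016 for any difference and 520 higher and 621 lower at both ends, as a looser threshold must. A 2-fold threshold in addition gave 518, 326 and 516, 821 for any difference, 78 higher and 40 lower at both ends, 360 list members, 140 members of the paper's lists, 3 calls in regions with small RNAs and 258 named calls. With an estimated correlation camera passed 0 lists, against 84.

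On the series matrix values, 1444, 937 and 1454 probe sets were called, 2077 for any difference and 226 higher and 160 lower at both ends. With the replicate block 130 were lower at both ends. With the station as a block the counts were 935 for pH 5.7/pH 7.0 and 740 for pH 5.7/pH 8.5, 1430 for any difference, 106 lower at both ends and 5 in regions with small RNAs, and with the module as a block 121 were lower at both ends. With the day as a random block they were 434, 290 and 570, 792 for any difference, 51 higher and 23 lower at both ends, 397 list members, 250 named calls and 1 in regions with small RNAs. Within station 1 they were 232, 459 and 237, 619 for any difference, 61 higher and 11 lower at both ends, 291 list members, 193 named calls and 2 in regions with small RNAs, and within station 2 63 for pH 5.7/pH 7.0 and 25 lists.

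Direction and side of the threshold were the same for 422 of 522 results for 1 gene or region and 1 ratio with the series matrix values, 480 with the joint table, 502 with quantile normalization, 515 with 16 added, 482 with array weights and 322 with the day, and for 150 of 177 pairs of a list and a ratio with the series matrix values and 164 with the joint table. Among these results, 54 calls ended with the series matrix values, 19 with the joint table, 6 with quantile normalization, 6 with median centring, 9 with the methods' test, 30 with the 2 groups of the ratio alone in the fit, 3 with array weights, 157 with 2-fold, 74 with the replicate block, 112 with the station, 78 with the module, 165 with the day, 56 with no array of day 4, 198 within station 1 and 95 within station 2. Leaving out 1 array ended 3 to 19, the most without pH 7.0 array 2. Among results not past the test in the main analysis, 24 had the other sign with the series matrix values, 13 with the joint table and 26 with the day. Log2 ratios called in the main analysis that turned direction, with their ratio in parentheses, were these. Series matrix, and the same to this precision with the replicate block and with the module: araA -0.17 (5.7/7.0), flgD 0.86 (7.0/8.5), fucA -0.31 (5.7/8.5), mepA -0.11 (7.0/8.5), mdtL -0.87 (5.7/8.5) and cusC -0.54 (5.7/7.0) and -0.34 (5.7/8.5). Joint table: flgD 0.10 (7.0/8.5). Station: araA -0.21 (5.7/7.0), flgD 0.77 (7.0/8.5), fucA -0.34 (5.7/8.5), mepA -0.13 (7.0/8.5), mdtL -0.97 (5.7/8.5) and cusC -0.81 (5.7/7.0) and -0.70 (5.7/8.5). Day: araA -0.17 (5.7/7.0), flgD 0.85 (7.0/8.5), fucA -0.31 (5.7/8.5), mepA -0.086 (7.0/8.5), mdtL -0.72 (5.7/8.5) and cusC -0.54 (5.7/7.0) and -0.46 (5.7/8.5). No array of day 4: araA -0.17 (5.7/7.0), flgD 0.87 (7.0/8.5), fucA -0.31 (5.7/8.5), mepA -0.16 (7.0/8.5), mdtL -1.11 (5.7/8.5) and cusC -0.54 (5.7/7.0) and -0.14 (5.7/8.5). Within station 1: araA -0.13 (5.7/7.0), flgD -0.22 (5.7/7.0) and 0.87 (7.0/8.5), fucA -0.38 (5.7/8.5), hyfE 0.048 (5.7/7.0), mepA -0.13 (7.0/8.5), mdtL -0.99 (5.7/8.5) and cusC -0.94 (5.7/7.0) and -0.80 (5.7/8.5). Within station 2: araA -0.28 (5.7/7.0), nrfB -0.0065 (5.7/7.0) and cusC -0.69 (5.7/7.0).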

Differences from the paper's values

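The adjusted form of the methods' analysis of variance and the series matrix values with no array of day 4 were chosen only after the values were seen, and the other settings before the data were examined.

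In the gadA region the paper gives at least 4-fold for pH 5.7/pH 7.0, and the lowest value here was 1.67-fold, for hdeA, with 1.73-fold for hdeB and 4.78-fold for the next, yhiD. None of the 24 alternatives set before the data were examined brought it within the paper's range. The list here has 12 genes, and the thirteenth of the paper's Table 3, the gadY region, lay within both ranges, at 9.13-fold for pH 5.7/pH 7.0 and 2.6-fold for pH 8.5/pH 7.0. The highest value, for gadA, was 29.7-fold. For pH 8.5/pH 7.0 the paper gives 2-fold to 8-fold, and the values here ran from 1.42-fold, for hdeA, with 1.47-fold for hdeB, to 11.0-fold, for gadA; under none of the 24 alternatives did the lowest reach 2-fold or the highest fall to 8-fold. The log2 ratios of hdeA and hdeB in the paper's Table 3 match those here to 2 decimals.

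In Additional file 3, log2 ratios of araH were -1.41 in the paper and 0.13 here for pH 5.7/pH 7.0, and -1.08 in the paper and 0.27 here for pH 5.7/pH 8.5. For mdaB they were 1.13 in the paper and 0.50 here for pH 5.7/pH 7.0, -0.50 in the paper and 0.63 here for pH 7.0/pH 8.5, and -0.63 in the paper and 1.13 here for pH 5.7/pH 8.5; the sizes are the same 3 to 2 decimals, in another order and with 2 signs turned. Under none of the 24 alternatives do the values for araH or mdaB come within the error. For tdcG they were -1.02 in the paper and -0.17 here for pH 5.7/pH 7.0, 1.91 in the paper and 0.32 here for pH 7.0/pH 8.5, and 0.89 in the paper and 0.15 here for pH 5.7/pH 8.5; for pH 5.7/pH 8.5 the series matrix values come within the error and the other 23 alternatives do not, and for the other ratios none of the 24 does. A ratio was taken to differ when its sign was another or when it lay further away than the larger SD (n = 5) of the 2 groups here. Of 772 ratios in Tables 1, 3 and 4 and Additional file 3, 13 are repeats of another in the same table and 3 of rcsA and mltD, equal to those here within 0.01, were left out. Of the other 756, 8 differ in this sense, all of them these. With the series matrix values 422 differ, with the joint table 135, and with quantile normalization 14.

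Of 188 ratios in Table 1, 162 lay within 0.02 of those here and 182 within 0.1. In Tables 3 and 4 the 39 and 94 ratios of genes did so within 0.02, and in Additional file 3, 430 of 451. Table 3 also holds the gadY region, left out of these numbers, with 3.17, -1.38 and 1.80 in the paper and 3.19, -1.38 and 1.81 here for pH 5.7/pH 7.0, pH 7.0/pH 8.5 and pH 5.7/pH 8.5, within the error. For pH 7.0/pH 8.5 Table 1 puts gadA ahead of cpxP among genes raised at pH 8.5. The values were -3.46 in the paper and -3.46 here for gadA, and -3.29 in the paper and -3.58 here for cpxP, and here cpxP comes first, within the error of gadA.

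Counts were compared at 0.001, the level of the paper, which names no adjustment over genes. The methods' test used it without such an adjustment, and limma used it on adjusted p. The paper has 1384 genes with at least 1 called ratio and 610 intergenic regions with at least 1 called ratio, and here limma gave 1544 and 810 and the methods' test 1597 and 776. The methods' analysis of variance with Benjamini-Hochberg adjustment, without Tukey's step, gave 1389 genes and 622 intergenic regions. Of 1361 genes that Additional file 1 lists and the copy read here shows in full, this adjusted form drops 66. For at least 1 ratio, limma calls 1304 of them and the methods' test, with no adjustment over genes, 1338. Without the dimmest 25% of probe sets, which lowers the count by construction, there were 608 such regions. The paper has 182 genes with a called ratio of 4-fold or more. Its Table 1 holds 188 ratios of 137 genes, and here 190 ratios of 138 genes were called at this size, 136 of them genes of that table; with the series matrix values there were 276 genes, with the joint table 118.

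The paper calls a gene raised in acid by the ratio pH 5.7/pH 8.5. Of 8 arabinose genes, which the paper has raised in acid, 1 was higher and 1 lower at pH 5.7 than at pH 8.5, and 1 higher and 2 lower than at pH 7.0. Of 7 fucose genes 1 was higher and 1 lower at pH 5.7 than at pH 8.5, and 1 was lower than at pH 7.0.

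The paper has the chaperone genes hdeA and hdeB raised in acid over base. Their log2 pH 5.7/pH 8.5 was 0.24 and 0.24, not past, as in the paper's Table 3, which gives no value there, and both were called with an adjusted p of 0.05; against pH 7.0 both were higher at pH 5.7. For cpxR, which it has raised at high pH, log2 pH 5.7/pH 8.5 was -0.34, not past, and past when adjusted over the Cpx list alone, without pH 8.5 array 3, at an adjusted p of 0.05 and, chosen after the values were seen, in the series matrix values with no array of day 4; log2 pH 7.0/pH 8.5, -0.69, was past. For corA, log2 pH 5.7/pH 8.5 was -0.39, not past, and past with array weights, without pH 7.0 array 3 and at an adjusted p of 0.05; log2 pH 7.0/pH 8.5, -0.49, was past.

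The paper has tnaAB and serABC raised at high pH. For tnaA, log2 pH 7.0/pH 8.5 was 0.19 and log2 pH 5.7/pH 8.5 -0.02, not past, and the former was past, higher at pH 7.0, with the methods' test and at an adjusted p of 0.05; log2 pH 5.7/pH 7.0, -0.20, was past with array weights, the methods' test and an adjusted p of 0.05. For tnaB, log2 pH 7.0/pH 8.5 was 0.74 and log2 pH 5.7/pH 8.5 -0.44, both past. For serA, log2 pH 5.7/pH 8.5 was 0.14, not past under any setting. For serC, log2 pH 7.0/pH 8.5 was -0.37, past with the joint table, array weights and an adjusted p of 0.05. For serB, log2 pH 5.7/pH 8.5 was -0.67, past.

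The paper has ampC lower in acid. Its log2 pH 5.7/pH 7.0 was -0.24 and log2 pH 5.7/pH 8.5 -0.12, not past, and the former was past with array weights, the methods' test and an adjusted p of 0.05. It has chaB and chaC lower at high pH: log2 pH 5.7/pH 8.5 was 0.45 and 0.22, not past, chaB was past with array weights, without pH 7.0 array 3, with only the 2 groups compared and at an adjusted p of 0.05, and chaC at an adjusted p of 0.05.

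The paper has the genes of every hydrogenase raised in acid over base, from real-time PCR of 1 gene of each operon. On the arrays limma called 0 of 11 hyf genes higher at pH 5.7 than at pH 8.5 and 1 lower (1 higher and 3 lower at an unadjusted p under 0.05, 0 higher and 1 lower by the methods' test), while 6 of 6 hya, 3 of 8 hyb, 9 of 9 hyc and 6 of 6 hyp genes were higher. In its discussion the paper has flagellar synthesis lowered in acid, while its Table 2 lists 9 flagellar genes as raised in acid, of which 7 were higher and 0 lower at pH 5.7 than at pH 8.5 by limma. Of 50 genes for flagella and chemotaxis 11 were higher and 1 lower at pH 5.7 than at pH 8.5, and 8 higher and 4 lower than at pH 7.0. Of all 4369 genes, 24.6% and 24.3% were called for these ratios, in the same order. The paper has csrB and ryeA raised in acid: both regions were higher at pH 5.7 than at pH 7.0, and against pH 8.5 the log2 ratio was -0.004, not past under any setting, and 0.24, past only at an adjusted p of 0.05.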

Other observations

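The tests in this part were planned, and the genes narG, narH, dnaK and groL were chosen only after their values were seen. Genes for hydrogenases 1 and 3 were higher at low pH. All 6 hya genes, for hydrogenase 1, were higher at pH 5.7 than at both other pH values (6 when adjusted over the list alone), and hyaF had a log2 pH 5.7/pH 7.0 of 2.88 ± 0.13 (standard error, adjusted p = 1.04e-10) by limma. All 9 hyc genes, for the hydrogenase of formate hydrogenlyase, were higher at pH 5.7 than at pH 7.0, and 7 were higher at pH 7.0 than at pH 8.5 (8 when adjusted over the list alone), with a log2 pH 5.7/pH 8.5 of 3.70 ± 0.09 (standard error, adjusted p = 1.94e-13) for hycE. Of 6 hyp genes, for hydrogenase assembly, 3 were higher at pH 5.7 than at pH 7.0, 4 at pH 7.0 than at pH 8.5 and 6 at pH 5.7 than at pH 8.5, with 1.46 ± 0.08 for hypA. Of 11 hyf genes, for hydrogenase 4, 1 was lower at pH 5.7 than at pH 7.0 and at pH 8.5, and it was hyfE, at -1.06 ± 0.10 and -0.86 ± 0.10.

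Other electron transport genes also parted. Of 15 genes for anaerobic reductases and oxidases, 3 were higher at pH 5.7 than at pH 7.0, 6 at pH 7.0 than at pH 8.5 and 7 at pH 5.7 than at pH 8.5 (8 when adjusted over the list alone), and none was lower. The largest pH 5.7/pH 8.5 ratios were those of appC and appB, for cytochrome bd-II oxidase, with a log2 of 2.93 ± 0.11 (standard error, adjusted p = 1.43e-11) and 2.75 ± 0.13. Of 8 formate dehydrogenase genes 2 were higher and 5 lower at pH 5.7 than at pH 7.0, with the same counts against pH 8.5, and 3 were higher at pH 7.0 than at pH 8.5. For hydN, which lies near the hyc genes and was counted in this list, log2 pH 5.7/pH 8.5 was 3.41 ± 0.09, and for fdoG -2.04 ± 0.11. Of 23 genes for nitrate and nitrite respiration, 7 were higher and 5 lower at pH 5.7 than at pH 7.0, 6 were higher and 3 lower at pH 7.0 than at pH 8.5, and 9 were higher and 2 lower at pH 5.7 than at pH 8.5. The nitrate reductase genes narG and narH had log2 pH 5.7/pH 7.0 of 3.12 ± 0.13 and 3.20 ± 0.15, and nrfB, for nitrite reduction, had a log2 pH 7.0/pH 8.5 of 2.05 ± 0.10.

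The Suf genes sufB and sufC had log2 pH 5.7/pH 7.0 of 3.93 ± 0.19 and 3.61 ± 0.18. In the Isc list limma called 0 of 7 at pH 5.7/pH 8.5, with 1 at an unadjusted p under 0.05 and 0 by the methods' test. For hisC and hisD, of histidine synthesis, log2 pH 7.0/pH 8.5 was -1.42 ± 0.10 and -1.12 ± 0.09, and between pH 5.7 and pH 7.0 limma called 0 of 8, with 0 at an unadjusted p under 0.05 and 0 by the methods' test. Of 14 heat shock genes 8 were higher at pH 5.7 and 9 higher at pH 8.5 than at pH 7.0, and dnaK and groL had log2 pH 7.0/pH 8.5 of -1.30 ± 0.12 and -1.25 ± 0.13. Of 26 RpoS-dependent genes 18 were higher and 1 lower at pH 5.7 than at pH 7.0 (20 and 1 when adjusted over the list alone), 15 were lower at pH 7.0 than at pH 8.5, and 6 were higher and 4 lower at pH 5.7 than at pH 8.5, with a log2 pH 5.7/pH 7.0 of 2.47 ± 0.19 for dps.

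Of 7 threonine degradation genes (tdc), 6 were lower at pH 5.7 and 6 lower at pH 8.5 than at pH 7.0, and 5 were higher at pH 5.7 than at pH 8.5, with 2.50 ± 0.13 for tdcC at pH 7.0/pH 8.5. For citrate lyase 2 of 6 genes were higher at pH 7.0 than at pH 8.5, and citE had a log2 pH 5.7/pH 7.0 of 2.69 ± 0.14. Of 3 mannose transport genes 3 were higher at pH 7.0 and 3 at pH 5.7 than at pH 8.5, and manZ had a log2 pH 7.0/pH 8.5 of 1.59 ± 0.09. Of 10 porin genes 6 were lower at pH 5.7 than at pH 7.0, 2 were higher at pH 7.0 than at pH 8.5 and 4 lower at pH 5.7 than at pH 8.5, among them nmpC at -1.97 ± 0.11. Of 10 osmoprotectant genes 3 were lower and 1 higher at pH 5.7 than at pH 7.0, 1 was lower at pH 7.0 than at pH 8.5, and 4 were lower at pH 5.7 than at pH 8.5, with -1.87 ± 0.14 for proW of the glycine betaine transporter. Of 14 purine genes 1 was higher and 4 lower at pH 5.7 than at pH 7.0, 2 were lower at pH 7.0 than at pH 8.5, and 1 was higher and 5 lower at pH 5.7 than at pH 8.5, such as guaB at -0.63 ± 0.09. Of 8 other genes of the TCA cycle 1 was higher and 2 lower, 1 and 3, and 2 and 2 for the 3 ratios in the same order. Among 26 genes for enterobactin and iron(III) uptake limma called 0 in each ratio; 5, 4 and 6 had an unadjusted p under 0.05, and the methods' test called 0 in each. With an estimated correlation camera passed none of the lists, with a lowest adjusted p of 0.12.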
